# Etiology matters – Genomic DNA Methylation Patterns in Three Rat Models of Acquired Epilepsy

**DOI:** 10.1038/srep25668

**Published:** 2016-05-09

**Authors:** Konrad J. Dębski, Asla Pitkanen, Noora Puhakka, Anna M. Bot, Ishant Khurana, KN Harikrishnan, Mark Ziemann, Antony Kaspi, Assam El-Osta, Katarzyna Lukasiuk, Katja Kobow

## Abstract

This study tested the hypothesis that acquired epileptogenesis is accompanied by DNA methylation changes independent of etiology. We investigated DNA methylation and gene expression in the hippocampal CA3/dentate gyrus fields at 3 months following epileptogenic injury in three experimental models of epilepsy: focal amygdala stimulation, systemic pilocarpine injection, or lateral fluid-percussion induced traumatic brain injury (TBI) in rats. In the models studies, DNA methylation and gene expression profiles distinguished controls from injured animals. We observed consistent increased methylation in gene bodies and hypomethylation at non-genic regions. We did not find a common methylation signature in all three different models and few regions common to any two models. Our data provide evidence that genome-wide alteration of DNA methylation signatures is a general pathomechanism associated with epileptogenesis and epilepsy in experimental animal models, but the broad pathophysiological differences between models (i.e. pilocarpine, amygdala stimulation, and post-TBI) are reflected in distinct etiology-dependent DNA methylation patterns.

According to the WHO, 60 million individuals have epilepsy worldwide, and in 30% of patients, available treatments are ineffective or cause life-compromising adverse events^1^,^2^. Identifying novel mechanisms that lead to the development of epilepsy (epileptogenesis) and its progression culminating in drug-refractory epilepsy is a major unmet medical need^3^,^4^,^5^. Recent evidence indicates a spectrum of dysfunctional epigenetic mechanisms that occur during epileptogenesis, including acute changes in DNA methylation, histone modifications, and microRNA expression^6^. Kobow *et al*. demonstrated epilepsy associated changes in methylation of the reelin promoter is associated with granule cell dispersion in epileptic subjects^7^. Epigenetic changes have since been reported by several laboratories in different epilepsy models (for review, see^6^,^8^,^9^). These studies have suggested that in epilepsies triggered by traumatic brain injury (TBI) or status epilepticus (SE), epigenetic changes are associated with inherited and acquired etiological factors and complex reorganization of neuronal and glial networks during epileptogenesis. Because the etiologies of epilepsy vary greatly, a critical question is whether there are general mechanisms that could be targeted to design treatments for epileptogenesis after different types of brain insults.

We have hypothesized that epileptogenesis is accompanied by genomic methylation changes. To assess whether hippocampal DNA methylation patterns are common between different epilepsy models, we investigated three animal models of acquired epilepsy: focal SE (electrical stimulation of the amygdala), systemic SE (pilocarpine), and TBI in rats. The models share some qualitative similarities in hippocampal circuitry reorganization believed to lead to the development of epilepsy such as synaptic, axonal and dendritic plasticity, suggesting common molecular mechanisms of epileptogenesis.

In the present study, genomic DNA methylation patterns distinguished controls from injured animals pointing at a general pathomechanism associated with epileptogenesis. Nevertheless, the broad pathophysiological differences between models (i.e. pilocarpine, amygdala stimulation, and post-TBI) were reflected in distinct etiology-dependent epigenetic and gene expression signatures.

## Results

We hypothesized that epileptogenesis is accompanied by specific gene expression changes mediated by DNA methylation. To investigate this we compared DNA methylation in three experimental models of epilepsy. We used methyl-capture and massive parallel sequencing (Methyl-Seq) of hippocampal tissue obtained from rats at 3 months following focal amygdala stimulation, systemic pilocarpine injection, or lateral fluid-percussion-induced TBI with corresponding sham-treated controls. 

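For the amygdala stimulation model, the methyl-capture data were analysed from the table of tag counts that the authors made from their reads. In this model status epilepticus (SE) is evoked by electrical pulses delivered to the amygdala, and control rats carried the electrodes without being stimulated. Hippocampal tissue was taken 3 months later. Methyl-capture enriches DNA fragments through a protein that binds methylated CpG sites, so a higher tag count in a region stands for more captured methylated DNA and not for the methylation level of single cytosines. The authors aligned the tags to the rat genome RN4 with BWA, merged all regions in which MACS found a difference between any pair of libraries, removed duplicate tags and counted the tags of each library in each region, without normalization. The table held 574544 regions with a median length of 457 bp, counted in 5 control and 5 SE rats. The methods give 4 rats per group, and the sample labels mark control rat 2 and SE rat 7 as discarded. The paper gives no reason for leaving them out. The 4 control libraries used had total counts between 5499370 and 6757566 with a median of 5717957, and the 4 SE libraries between 5785523 and 7179519 with a median of 5870410.5. Control rat 2 had a total of 7154696 and SE rat 7 a total of 14655629. Regions whose count summed over the 8 libraries was below the median of 70 were removed. The paper's methods also cut at the 50th percentile, without naming the libraries summed over. The filter left 291987 tested regions. The median of the mean count per library in these regions was 12.1, so that counting error is a large part of the spread between rats in a typical region. Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood F test, and regions with an unadjusted p below 0.01 were called differentially methylated, the threshold of the paper. Normalized counts are CPM relative to the tags in the tested regions. A chi-square test of the counts found every pair of the 8 libraries to differ by more than sampling noise, with the smallest chi-square per degree of freedom, 1.27, between control rat 1 and SE rat 6. As the regions had been chosen for a difference between some pair of libraries, part of this is built in. The test speaks only for these regions. The choices that could change the numbers most were the libraries included, the region filter and the test.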

Genome-wide methylation patterns in the pilocarpine model have been previously described in detail^10^. Here we reanalyzed the publicly available data (NCBI Gene Expression Omnibus accession number GSE50080) and integrated these with our results. To analyze the biological relevance of methylation changes, we examined changes in gene expression using mRNA sequencing in the same samples (mRNA-Seq). We focused on integrative analysis of datasets obtained from the three models, which had distinct pathology in the hippocampus (Fig. 1).

### Genomic DNA methylation signatures distinguish models of acquired epilepsy from controls

Pairwise comparisons of global DNA methylation was performed for models of epilepsy (sham versus injury) separately to allow to concentrate on injury/epilepsy related alterations and omit those related to e.g. strain, living conditions or handling procedures in different labs. 

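Over all 291987 tested regions in the amygdala stimulation model, 10595 regions (3.63%) had every SE rat on the same side of every control rat, where chance alone gives 2.86%. The first principal component of the log2 normalized counts held 17.6% of the variance and placed the 4 SE rats between 26.3 and 166, and the control rats between -158 and 16.2 (exact two-sided permutation test of the group means, p = 0.0286, the smallest p that 4 rats against 4 allow). The region with the smallest p in this comparison lay on chromosome 1 of RN4 from 215552711 to 215560977. Its normalized count was 128 ± 48.5 (SD, n = 4) in control and 29.1 ± 20.8 (SD, n = 4) in SE rats. The log2 fold change was -2.14 with a standard error of 0.18 (adjusted p = 2.85e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The regions next in rank lay beside it, from 215583807 to 215592336 with a log2 fold change of -2.06 and from 215573294 to 215583717 with a log2 fold change of -2.38. Rats within each group differed widely in these regions, with SE rat 6 above the other SE rats in all 3 of them. The standard errors given here come from the F statistic of the fit and not directly from that spread. In the region with the smallest p, the unadjusted p depended on the test. It was 9.78e-20 in the quasi-likelihood test, 6.2e-08 in edgeR's exact test and 2.46e-05 in a DESeq2 Wald test. An exact permutation test of the group means gave 0.0286, again the smallest p possible. Among hypermethylated regions in which the groups did not overlap, the smallest p belonged to a region on chromosome 3 from 166999914 to 167001282, with a normalized count of 7.49 ± 3.80 (SD, n = 4) in control and 15.6 ± 1.73 (SD, n = 4) in SE rats. Its log2 fold change was 1.06 with a standard error of 0.21 (adjusted p = 0.0363 from the same edgeR test). Unadjusted, this region had a p of 1.87e-06 in that test and 0.000202 in edgeR's exact test. It was followed by regions on chromosome 10 from 104874028 to 104874989, with a log2 fold change of 1.62, and on chromosome 1 from 206512367 to 206516117, with a log2 fold change of 0.66, whose adjusted p in the same test were 0.104 and 0.115. With all 10 libraries the 3 hypomethylated regions had log2 fold changes of -2.22, -1.79 and -2.26, and the 3 hypermethylated regions 0.57, 0.68 and 0.24, each in the same direction. In the region of chromosome 1 with the smallest p the discarded rats had normalized counts of 54.7 (control rat 2) and 7.18 (SE rat 7). In the next 2 regions in rank control rat 2 had 73.6 and 223, and SE rat 7 had 54.7 and 73.1. SE rat 7 had 0 tags in the regions of chromosomes 3 and 10 and a normalized count of 4.70 in the hypermethylated region of chromosome 1, where control rat 2 had 11.2, 6.67 and 45.5, so that SE rat 7 lay below control rat 2 in all 3. With these 2 rats included the groups did not overlap in the region from 215573294 to 215583717 and overlapped in the other 5 regions. Of the 287564 regions tested over all 10 libraries, 3078 (1.07%) had every SE rat on the same side of every control rat, where chance gives 0.794%, and the first principal component held 49.5% of the variance and set SE rat 7, at 657, apart from the other 9 rats, which lay between -154 and -43.0, with control and SE rats overlapping.

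**Figure D1:**
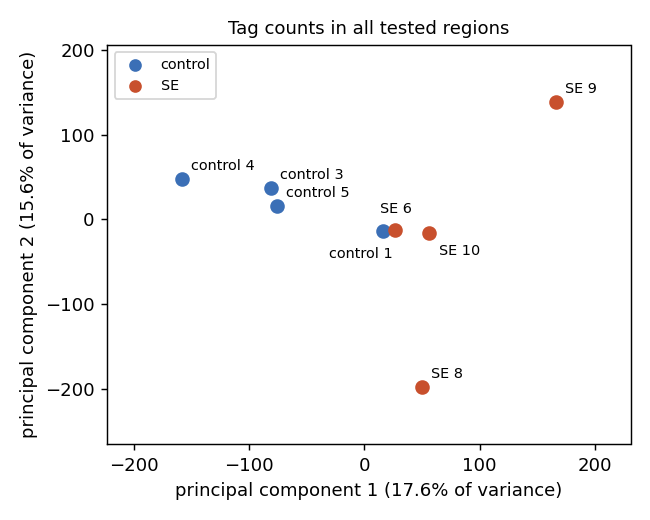
First 2 principal components of the log2 normalized tag counts over all tested regions, one point per rat, with control rats in blue and SE rats in red. The first component holds 17.6% of the variance and places control rat 1 at 16.2, next to SE rat 6 at 26.3.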

We observed strong differences in methylation patterns between control and injured animals in all three epilepsy models (Fig. 2a–c). Unsupervised clustering of differentially methylated regions (p < 0.01 between control and epileptic animals) in the amygdala stimulation (Fig. 2a), TBI (Fig. 2b), and pilocarpine (Fig. 2c) model suggests DNA methylation distinguishes injured epileptogenic hippocampal tissue in each model. 

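Complete-linkage clustering of the amygdala stimulation libraries, with the Pearson distance and z-scores named in the paper's methods, was repeated on the differentially methylated regions. The tree split the 8 rats into the 4 control and the 4 SE rats, with 0 rats misplaced, and the Euclidean distance and average linkage gave the same split. Regions were chosen here for a difference between these 2 groups before they were clustered. When the same selection and clustering was applied to the other 34 ways to part the 8 rats into groups of 4, it separated the groups in all 34 of them. On all tested regions, without a selection, the tree placed control rat 1 with the 4 SE rats and kept the other 3 control rats apart, so that 1 rat was misplaced. With all 10 libraries, clustering on the regions with p below 0.01 in that comparison misplaced 0 rats, while on all tested regions the first branch held SE rat 7 alone and 4 rats were misplaced. Control rat 2 had a median correlation of log2 normalized counts with the other 9 libraries of 0.588 and SE rat 7 one of 0.179, against values between 0.599 and 0.639 in the 8 rats used. From the separation of control and injured animals in the clustered regions, the paper proposes that DNA methylation marks the injured epileptogenic tissue in this model.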

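In the amygdala stimulation model, 4821 of the tested regions had an unadjusted p below 0.01 in edgeR's quasi-likelihood test. Of these, 3117 were hypomethylated and 1704 hypermethylated in SE rats. About 2920 regions are called at this threshold when no region differs, and the number found was 1.65 times that. The table holds regions in which some pair of libraries differed, so 2920 is only a rough guide. Over the 34 other ways to part the 8 rats, the median was 2492 regions. Control rat 1 grouped with SE rats 6, 9 and 10 gave 4624, so an excess is not confined to the real grouping. The real grouping gave the most. The median size of the log2 fold change was 1.06 in hypomethylated and 0.98 in hypermethylated regions, with a median of 12.1 and 14.1 tags per library. After Benjamini-Hochberg adjustment over all tested regions, 18 regions had an adjusted p below 0.05 in the same test, 16 of them hypomethylated and 2 hypermethylated. With library totals and with upper-quartile normalization 2 of 16 such regions were hypermethylated, and with loess offsets 15 of 26. Of the 18 regions, 12 were among these 26. The 18 were not separate loci, since 8 lay on chromosome 1 and 5 on chromosome X. Of those on chromosome 1, 5 adjoined one another between 215552711 and 215604105, and some on chromosome X adjoined as well. Neighbouring regions are not independent, so their split by direction rests on fewer loci than 18. With edgeR's exact test, 3000 hypomethylated and 1896 hypermethylated regions passed the unadjusted threshold and 47 the adjusted one. Over all 10 libraries, with control rat 2 and SE rat 7 included, 618 hypomethylated and 811 hypermethylated regions passed the unadjusted threshold, and the excess of hypomethylated regions did not hold. Of the 287564 regions tested in that comparison, 0 had an adjusted p below 0.05 and 12067 an unadjusted p below 0.05. Both this number and the number below 0.01 are smaller than those called when no region differs. The number of regions moved most with a DESeq2 Wald test and with a filter of at least 10 counts in every library, to 1425 and 1415. That filter tested only 70434 regions, so its 1415 cannot be compared directly with the 4821. An adjusted p below 0.05 was found in 3 regions with DESeq2 and in 56 with the filter. The split by direction moved with the scaling. Offsets that removed the trend of each library on local region density and mean count, chosen after seeing the data, gave 1909 hypomethylated and 1696 hypermethylated regions, and 17 of the 28 regions with an adjusted p below 0.05, which included 12 of the 18, were then hypermethylated.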

We identified 2741 hypomethylated and 1866 hypermethylated regions in epileptic tissue from the amygdala stimulation model compared to controls; 1121 hypomethylated and 1452 hypermethylated regions in pilocarpine treated epileptic animals over healthy controls; and 2171 hypomethylated and 2344 hypermethylated regions in the TBI model as compared to controls.

We conclude alterations to genomic DNA methylation provide a general pathomechanism associated with epileptogenesis.

### DNA methylation events commonly shared between epilepsy models

To investigate commonalities between animal models, we intersected differentially methylated regions from all three datasets. Regions overlapping by at least one base pair and with methylation changes occurring in the same direction were defined as common. The heatmap presented in Fig. 2d shows results from unsupervised clustering (using z-scores calculated separately for each model, p < 0.01) of those regions with changes in methylation common to two models. Clusters distinguish all control animals from injuries, regardless of their genetic background and etiology. However, it has to be noted that the majority of observed alterations in genomic DNA methylation in each model were related to the initial precipitating injury and subsequent epileptogenic process.

We further mapped differentially methylated regions to the rat genome (RN5) using Circos, as shown in Fig. 2e. Increased (yellow) and decreased (blue) probability of methylation change was assigned to each chromosome (as -log10 of p-value). 

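The regions with p below 0.01 in the amygdala stimulation model lay on all 20 autosomes and on chromosome X. On the autosomes 4740 of 291494 tested regions (1.63%) were differentially methylated. On chromosome X 493 of 3140 regions passed the filter on low counts, and 81 of these (16.4%) were differentially methylated, 76 of them hypomethylated and 5 hypermethylated (odds ratio 11.9, 95% confidence interval 9.24 to 15.2, two-sided Fisher's exact test across regions, p = 6.18e-54). Regions near one another are not independent, so this p describes the regions of these libraries. Chromosome X held 1.18 ± 0.112% (SD, n = 4) of the tags in control rats and 0.989 ± 0.0283% (SD, n = 4) in SE rats (exact two-sided permutation test, p = 0.0286, adjusted p = 0.0571 by Benjamini-Hochberg over 3 library measures). Control rat 2 had 0.804% and SE rat 7 0.599% of its tags on chromosome X, so control rat 2 lay below the SE rats used. With all 10 libraries 1 of the chromosome X regions passed the threshold. Among the autosomes, the share of hypomethylated regions ran from 0.213% on chromosome 12 to 1.78% on chromosome 2, and the share of hypermethylated regions from 0.333% on chromosome 2 to 1.00% on chromosome 19.

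**Figure D2:**
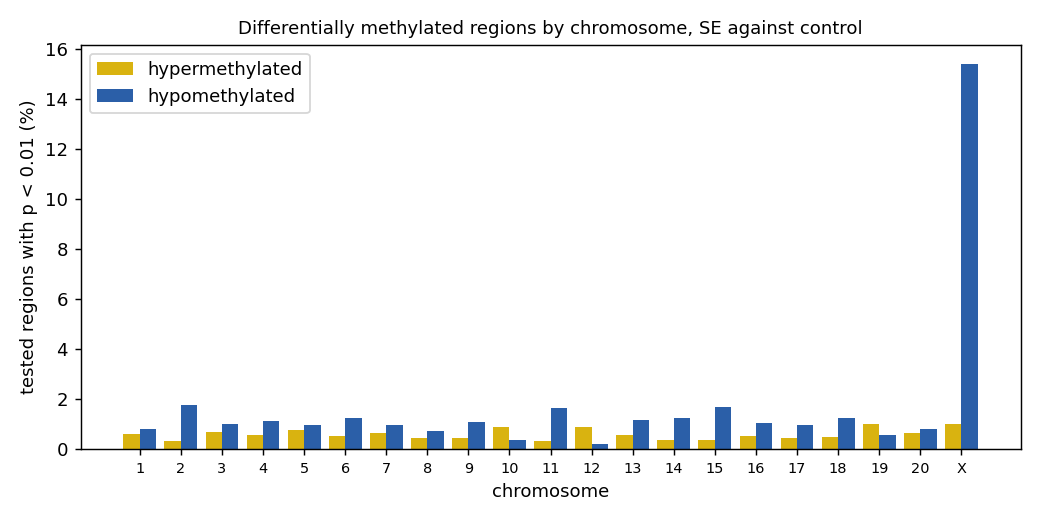
Percent of the tested regions of each chromosome that were hypermethylated (yellow) or hypomethylated (blue) in SE rats at p below 0.01, over the 4 control and 4 SE libraries used. Chromosome X reaches 15.4% hypomethylated regions, against at most 1.78% on an autosome.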

In all models methylation events were distributed throughout the genome, excluding chromosome X. Some differences between models could be observed. 

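On chromosome 6, 80 of 15473 tested regions (0.517%) were hypermethylated and 193 hypomethylated in SE rats of the amygdala stimulation model, and on chromosome 15, 39 of 10896 (0.358%) were hypermethylated and 186 hypomethylated. The share of hypermethylated regions on chromosome 15 was below that of the rest of the genome (two-sided Fisher's exact test across regions, p = 0.00104, adjusted p = 0.00436 by Benjamini-Hochberg over 21 chromosomes), whereas that on chromosome 6 was not distinguishable from it (p = 0.278, adjusted p = 0.390 in the same exact test). Chromosome 15 was not the lowest, since the share was 0.333% on chromosome 2 and 0.345% on chromosome 11 (adjusted p = 1.18e-06 and 0.00529 in the same exact test), and that of chromosome 14 was also below the rest of the genome, at 0.389% (adjusted p = 0.00870 in the same exact test). Regions near one another are not independent, so the p of these exact tests and of the permutations below describe the regions of these libraries. The longest stretch of chromosome 15 without a hypermethylated region ran from 58717294 to 103570244 in RN4, a length of 44.9 Mb with 3396 tested regions, 136 of them hypomethylated. When the hypermethylated regions of the chromosome were placed at random among its tested regions, the longest such stretch had a median of 13.3 Mb (one-sided permutation test, p = 1e-04, the smallest p that 10000 permutations can give, adjusted p = 0.0021). On chromosome 6 the longest stretch ran from 74766104 to 93719725, a length of 19.0 Mb with 1262 tested regions and 37 hypomethylated ones, against a median of 11.4 Mb at random (permutation p = 0.0217, adjusted p = 0.0456). Of the other autosomes, chromosomes 2, 3, 4, 5, 9, 11 and 13 had longer stretches than chromosome 6, between 19.3 and 23.9 Mb. With library totals, upper-quartile and loess normalization the longest stretches had the same lengths of 44.9 and 19.0 Mb, and with edgeR's exact test they were 44.3 Mb on chromosome 15 (permutation p = 1e-04) and 25.5 Mb on chromosome 6 (permutation p = 7e-04). Other settings shortened or lengthened them. Without a region filter they were 18 Mb on chromosome 15 (permutation p = 0.0025) and 11.4 Mb on chromosome 6 (permutation p = 0.0415). The DESeq2 Wald test gave 46.2 Mb on chromosome 15 against a median of 41.6 Mb at random (permutation p = 0.356). On chromosome 6 it gave 67 Mb against 29 Mb (permutation p = 0.0025). With at least 10 counts in every library they were 60.7 Mb (permutation p = 0.0407) and 52 Mb (permutation p = 0.0409). With the density and count offsets, chosen after seeing the data, the longest stretch was 14.1 Mb on chromosome 15 against a median of 11.1 Mb at random (permutation p = 0.186), and 10.7 Mb on chromosome 6 against 10.4 Mb (permutation p = 0.465). Under these offsets 52 regions on chromosome 15 and 92 on chromosome 6 were hypermethylated, and their shares were not tested. Without control rat 4 the stretch on chromosome 15 was 16.5 Mb (permutation p = 0.297) and without SE rat 9 it was 49.3 Mb (permutation p = 1e-04). Without SE rat 6 that on chromosome 6 was 14.3 Mb (permutation p = 0.140), while without control rat 3 that on chromosome 6 was 32.0 Mb (permutation p = 2e-04). With all 10 libraries the stretches were 29.9 Mb on chromosome 15 (permutation p = 0.0868) and 31.7 Mb on chromosome 6 (permutation p = 0.0220). In that comparison, 43 regions on chromosome 6 and 22 on chromosome 15 were hypermethylated at the same threshold.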

In the focal amygdala stimulation model, some areas did not exhibit increased methylation, *e.g.* chromosome 6 and 15, in contrast to the systemic pilocarpine and TBI models (black arrowheads in Fig. 2e). More focused analysis identified only twenty-four differentially methylated regions to be common to focal amygdala stimulation and TBI models, 20 were common to focal amygdala stimulation and systemic pilocarpine models, and 29 were common to TBI and systemic pilocarpine models (Fig. 2d,f,g). Two regions in promoters, 15 in gene bodies, and 10 in non-genic areas were common to the focal amygdala stimulation and TBI models. Four regions in promoters, 9 in gene bodies, and 11 non-genic areas were common to the focal amygdala stimulation and systemic pilocarpine models. Two regions in promoters, 16 in gene bodies, and 16 in non-genic areas were common to the TBI and systemic pilocarpine models. No DNA methylation events were common to all three models. Few regions displayed methylation changes in the opposite direction: 9 between the amygdala stimulation and TBI; 8 between amygdala stimulation and systemic pilocarpine; and 15 between systemic pilocarpine and TBI.

We conclude that the localization of hypo- and hypermethylation is primarily model-specific.

### Genomic distribution of DNA methylation in the three epilepsy models

To determine whether alterations in methylation status occur preferentially in specific genomic features, we compared the distribution of hypo- and hypermethylation events at CpG islands, single nucleotide polymorphisms (SNP), promoters (200 bp and 5 kb upstream of transcription start), transcription start sites (TSS), gene body (including 5′ and 3′ untranslated regions), 5′ untranslated regions (5′UTR), coding exons (protein coding part of exon), introns, 3′UTR, and non-genic regions. Figure 2h–j show the mean frequency of methylation changes with upper and lower 95% confidence intervals for the described genomic features in all three models of acquired epilepsy. A preliminary analysis of the distribution of methylation changes in the pilocarpine-induced model of epilepsy was performed by Kobow *et al*.^10^. Here, we extended the list of evaluated genomic features.

We observe methylation changes at genomic features were predominantly model-specific. For example, in the focal amygdala stimulation model, hypermethylation events were frequently observed in CpG islands, SNPs, promoters (5 kb), gene bodies, coding exons, introns, and 3′UTRs. In contrast, hypomethylation events occurred less frequently than expected in most genomic features, as shown by the negative odds ratios. Infact, non-genic regions exhibited a different profile in this model, with an increased probability of hypomethylation and decreased probability of hypermethylation (Fig. 2h).

In the TBI model, hypermethylation was primarily observed in gene bodies, coding exons, introns, and 3′UTRs and rarely affected CpG islands, promoters (200 bp), TSS, and non-genic regions. Hypomethylation occurred more frequently in non-genic regions and less frequently in promoters (5 kb), gene bodies, coding exons, and introns (Fig. 2i).

Re-analysis of the pilocarpine epilepsy model^10^ verified increased DNA methylation in most genomic features including 3′ and 5′UTRs, promoter sequences (200bp and 5 kb), as well as SNPs (Fig. 2j). Next, we compared altered methylation events at specific genomic features between models (Fig. 2k). We observed decreased hypermethylation in non-genic regions in the three models, suggesting an overlap. Hypermethylation was more frequent in SNPs, gene bodies, coding exons, introns, and 3′UTRs in the three models. Interestingly, an increase in methylation frequency in CpG islands was found in the focal amygdala stimulation and systemic pilocarpine models only. In the focal amygdala stimulation model, increased methylation frequency was detected in 5′UTRs and promoters (5 kb).

### Gene expression patterns differentiate control from injury-induced epilepsy models

Pairwise comparisons of RNA-sequencing were performed for the amygdala stimulation model (Fig. 3a) which was similar to the pilocarpine model previously published by Kobow *et al*. (see Fig. 3 in Kobow *et al*.) and reanalyzed in this paper (Fig. 3c)^10^. In the TBI model samples were partially mixed. One out of five samples from injured animals was more similar in the expression pattern to control animals (Fig. 3b). Altogether we found 54 upregulated and 231 downregulated genes in the amygdala stimulation model, 140 upregulated and 28 downregulated genes following TBI, and 184 upregulated and 126 downregulated genes in the pilocarpine model. Lists of genes with altered expression are presented in the Supplementary Tables 1 and 2. In summary, RNA expression patterns can distinguish injured and control animals in all three models.

### Gene expression changes common to the three epilepsy models

When samples from all three experimental animal models were combined (z-score calculated separately for each model; genes with expression changes in the same direction for at least two models), unsupervised clustering of gene expression patterns separated most control from epileptic animals, although the separation was not complete (Fig. 3d). Some control samples (3 out of 15) clustered with injured animals, and some of injured animals (2 out of 14) clustered with control animals.

To determine which expression changes were common to more than one experimental model, we compared lists of differentially expressed genes (cut-off p <  0.001) from all three datasets. Fourteen upregulated and no downregulated genes were common to the amygdala stimulation and TBI models, 33 upregulated and 3 downregulated genes were common to the amygdala stimulation and pilocarpine models, and 27 upregulated and no downregulated genes were common to the TBI and pilocarpine models (Fig. 3e,f). Additionally, 7 upregulated genes were common to all three epilepsy models: Serping 1 [serpin peptidase inhibitor, clade G (C1 inhibitor), member 1], Emp3 (epithelial membrane protein 3), S100a6 (S100 calcium binding protein A6), Msn (moesin), Cd44 (CD44 molecule), Aspg (asparaginase), and Gpnmb [glycoprotein (transmembrane) nmb] (Fig. 3e). We conclude that the gene expression pattern is primarily model-specific, although some genes behave similarly in all three epilepsy models.

Next, we searched for any direct and indirect interactions between the 7 genes upregulated in all three epilepsy models or their protein product. Interactions were only observed between Msn and Cd44, whereas other genes are not functionally connected (Fig. 3g) suggesting that the genes upregulated are unlikely to underlie one metabolic process.

We also addressed the question if genes involved in epigenetic regulation of transcription are altered in any of studied models. We selected enzymes involved in DNA methylation (DNMTs, TETs), methyl-CpG binding domain proteins, histone methyltransferases, demethylases, acetyltransferases, deacetylases, and transcription factors having histone modifying properties. At a relaxed cut-off p < 0.01, changes in expression level were found for DOT1L (fold change 2.24; p < 0.001), Lysine (K)-Specific Demethylase 6B (KDM6B, fold change 3.302, p < 0.01), and PR Domain Containing 2, With ZNF Domain (PRDM2; fold change −1.26; p < 0.01) in the amygdala stimulation model, and for Enhancer Of Zeste 1 Polycomb Repressive Complex 2 Subunit (EZH1) in the pilocarpine model (fold change 1.69, p < 0.01). No changes were observed in genes involved in DNA methylation regulation. The increase in the expression of DNMT3A in pilocarpine model (1.64 fold; p = 0.040) did not reach our significance criteria.

### Functional annotations of genes differentially expressed in each epilepsy model

To determine whether genes differentially expressed in each model of epilepsy are a part of a common biological process or pathway, we performed enrichment analysis based on annotation terms from GO, KEGG and Reactome (Fig. 3h).

No significantly enriched terms were observed for downregulated genes in the amygdala stimulation and TBI models. There were two enriched terms for genes downregulated in the systemic pilocarpine model: synaptic transmission and learning or memory (Fig. 3h).

There were 25 enriched terms for upregulated genes in the amygdala stimulation model. The ten most enriched terms in order of significance, were as follows: wound healing, negative regulation of molecular function, blood coagulation, negative regulation of protein metabolic process, vasculature development, cellular response to growth factor stimulus, negative regulation of kinase activity, negative regulation of cell death, response to organophosphorus and hemostasis. The enriched terms for upregulated genes in the TBI model were as follows: immune effector process, innate immune response, negative regulation of multicellular organismal process, response to wounding, cell activation, glial cell development, negative regulation of cell differentiation, negative regulation of immune effector process, inflammatory response, and interferon alpha/beta signaling. In the systemic pilocarpine model, five enrichment terms characterizing upregulated genes were found: single organism cell adhesion, immune effector process, extracellular matrix organization, negative regulation of multicellular organismal process, and regulation of cell migration (Fig. 3h). Interestingly, most terms were model-specific and only a few occurred in more than one model. Immune effector process was detected in the TBI and systemic pilocarpine models, and negative regulation of molecular function was detected in the amygdala stimulation and systemic pilocarpine models. Additionally, extracellular organization process, which was the second most significantly enriched in the systemic pilocarpine model, was the least significant of all 25 enriched terms in the amygdala stimulation model.

These data imply that different biological processes predominate in each chronic epilepsy model, although some functional similarities can be observed.

### Correlation of aberrant DNA methylation and gene expression in the three epilepsy models

To understand the relationships between genomic methylation and gene expression in different models of chronic epilepsy in rats, we integrated DNA methylation with gene expression data derived from the same hippocampal specimens. Preliminary analyses of the relationships between methylation changes and mRNA expression for systemic pilocarpine model have been previously published^10^. Here, we extend these results by considering methylation events in 3′ UTRs, 5′ UTRs, 5 kb promoter and CGI in the 5 kb promoter. Gene expression profiling identified 404 transcripts that were differentially expressed in focal amygdala stimulation, 229 transcripts in TBI, and 313 transcripts in pilocarpine models (cut-off p < 0.001).

As shown in Fig. 4a,b in the focal amygdala stimulation model decreased methylation in promoters was linked to decreased gene expression. In contrast, the systemic pilocarpine model showed an inverse correlation linking decreased promoter methylation with increased gene expression, whereas no association between decreased promoter methylation and gene expression was observed in the TBI model. However, increased methylation of promoters in the TBI model was linked to increased gene expression, whereas no such association was detected in the other two models. No associations between gene expression and methylation in genomic features, other than promoters were detected in the focal amygdala stimulation and TBI models (Fig. 4b). Only in the systemic pilocarpine model an association between increased methylation in 3′UTRs, exons, introns, and 5′UTRs and decreased gene expression was observed as well as between decreased methylation in 3′UTRs, exons, and introns and the increased gene expression, thereby extending previous reports on this data set^10^.

To further investigate the influence of methylation on gene expression, we concentrated specifically on genes that exhibited altered methylation status in at least two models (Fig. 4c). In particular, we investigated promoters differentially methylated in all three models. Interestingly, 18 genes had introns that were differentially methylated in all three epilepsy models. Some common methylation events were observed when comparing epilepsy models in pairs, specifically 15 out of 32 genes with altered methylation in introns common to the focal amygdala stimulation model and TBI could be identified. Eleven exhibited increased methylation and four decreased methylation events (Supplementary Table 3). 

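All 15 amygdala stimulation regions that Supplementary Table 3 lists as shared with the TBI model were found among the tested regions by an overlap of at least 1 bp. Their log2 fold changes had the sign given by the paper in all 15, with sizes between 0.58 and 1.14. The paper had chosen these regions for a group difference in the same data. Matching signs, small p and separate groups therefore largely follow from that choice. Of the 11 regions listed with increased methylation 6 had an unadjusted p below 0.01, and of the 4 listed with decreased methylation 3 did, from edgeR's quasi-likelihood test. All 15 had a p below 0.05. Their adjusted p lay between 0.539 and 0.682 (same edgeR test, Benjamini-Hochberg adjustment over all tested regions). Single libraries had between 3 and 42 tags in these regions, and the SE and control rats did not overlap in 9 of them. The region with the smallest p lay in an intron of Rtn4r on chromosome 11 of RN4, from 84850830 to 84851551. Its normalized count was 1.81 ± 0.491 (SD, n = 4) in control and 3.92 ± 1.03 (SD, n = 4) in SE rats, a log2 fold change of 1.09 with a standard error of 0.35. Among the regions with decreased methylation, the smallest p belonged to one in an intron of Cdc73 on chromosome 13, from 57449057 to 57449643, with 3.88 ± 1.29 (SD, n = 4) in control and 1.96 ± 0.136 (SD, n = 4) in SE rats, a log2 fold change of -0.99 with a standard error of 0.35. Control rat 5 stood apart from the other control rats there, at 5.79. Over all 10 libraries the signs were the same in all 15 regions, 4 had a p below 0.01 in the same edgeR test, and the groups did not overlap in 4. There the log2 fold change was 0.81 for Rtn4r and -0.97 for Cdc73. The normalized count of control rat 2 was 4.51 in the Rtn4r region and 3.14 in the Cdc73 region, and SE rat 7 had 5.14 and 1.77.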

When comparing focal amygdala stimulation and systemic pilocarpine models, 9 methylation events occurred in the same regions in introns. Six exhibited increased methylation and three decreased methylation (Supplementary Table 3). 

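The 9 amygdala stimulation regions listed as shared with the pilocarpine model were all among the tested regions, and all 9 had the sign given by the paper. Their log2 fold changes had sizes between 0.45 and 1.09. These regions too had been chosen by the paper for a group difference in the same data. Their signs, small p and separate groups are therefore no independent check. An unadjusted p below 0.01 in edgeR's quasi-likelihood test was reached by 4 of the 6 regions listed with increased methylation and 2 of the 3 listed with decreased methylation, and all 9 had a p below 0.05. The adjusted p ran from 0.431 to 0.673 in the same edgeR test. The SE and control rats did not overlap in any of the 9 regions, where single libraries had between 5 and 56 tags. With control rat 2 and SE rat 7 included, the groups did not overlap in 2 of them. The smallest p belonged to a region in an intron of Sept5 on chromosome 11 of RN4, from 84366659 to 84367506. Its normalized count was 2.59 ± 0.673 (SD, n = 4) in control and 5.49 ± 0.540 (SD, n = 4) in SE rats, a log2 fold change of 1.09 with a standard error of 0.30. Of the decreased regions the smallest p was found in an intron of Efna5 on chromosome 9, from 101471518 to 101472051, with 3.95 ± 1.07 (SD, n = 4) in control and 1.94 ± 0.656 (SD, n = 4) in SE rats, a log2 fold change of -1.01 with a standard error of 0.35. Over all 10 libraries 8 of the 9 signs were the same, the exception being Notch1 on chromosome 3 from 4653315 to 4655212, whose log2 fold change was 0.45 over the 8 rats used and -0.00108 over all 10. None of the 9 had a p below 0.01 over all 10 libraries. The log2 fold change was then 0.61 for Sept5 and -0.87 for Efna5. The discarded control rat 2 had normalized counts of 5.10 (Sept5), 2.94 (Efna5) and 19.6 (Notch1), and SE rat 7 had 2.22, 2.39 and 7.98.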

Comparisons between TBI and systemic pilocarpine models revealed 16 common methylation events occurring in the same region in introns. Seven exhibited increased methylation and nine decreased methylation (Supplementary Table 3).

To identify individual relationships between DNA methylation changes and gene expression levels in each model of epilepsy, we generated a list of differentially expressed genes (cut-off p < 0.001) for which differentially methylated regions of DNA (cut-off p < 0.001) were identified in promoters (defined as 5 kb upstream of TSS) or gene bodies. As shown in Fig. 4d, in the focal amygdala stimulation model 8 genes, in which promoters or gene bodies were differentially methylated, were differentially expressed. 

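Promoter regions of F1M710_RAT, Jph3, Plk2 and Tgfbi were located in the tag count table by the positions given in Fig. 4d, in RN4 coordinates. All 4 changed in the direction of the figure. The figure lists regions that the paper chose at p below 0.001 in the same data. The direction and small p found here therefore largely follow from that choice. The region of F1M710_RAT, which also covers an intron, lay on chromosome 12 from 23367776 to 23368926 and had a normalized count of 3.83 ± 1.29 (SD, n = 4) in control and 7.18 ± 1.22 (SD, n = 4) in SE rats. Its log2 fold change was 0.88 with a standard error of 0.26 (p = 0.000932 and adjusted p = 0.485 from edgeR's quasi-likelihood test, unadjusted and with Benjamini-Hochberg adjustment, and p = 0.0286 from an exact two-sided permutation test). The Jph3 region on chromosome 19 from 51973383 to 51973932 had 2.03 ± 0.989 (SD, n = 4) in control and 3.89 ± 0.397 (SD, n = 4) in SE rats, a log2 fold change of 0.93 with a standard error of 0.35 (edgeR p = 0.00908, adjusted p = 0.600, exact permutation p = 0.0571). The Plk2 region on chromosome 2 from 41796732 to 41797370 was lower in SE rats, with 3.25 ± 0.809 (SD, n = 4) in control and 1.64 ± 0.724 (SD, n = 4) in SE rats. Its log2 fold change was -0.97 with a standard error of 0.39 (edgeR p = 0.0134, adjusted p = 0.626, exact permutation p = 0.0571). The Tgfbi promoter region on chromosome 17 from 13938860 to 13939935 had 3.99 ± 0.534 (SD, n = 4) in control and 6.34 ± 1.07 (SD, n = 4) in SE rats, a log2 fold change of 0.66 with a standard error of 0.26 (edgeR p = 0.0119, adjusted p = 0.620, exact permutation p = 0.0286). SE and control rats did not overlap for F1M710_RAT and Tgfbi, and overlapped in Jph3 and Plk2. With the 2 discarded rats included, the groups overlapped in F1M710_RAT too. Over all 10 libraries the log2 fold changes were 0.33 for F1M710_RAT, 0.38 for Jph3, -0.52 for Plk2 and 0.55 for Tgfbi, in the same directions, with edgeR p of 0.364, 0.425, 0.237 and 0.0241. Control rat 2 had normalized counts of 11.2, 3.92, 1.18 and 4.90 in the regions of F1M710_RAT, Jph3, Plk2 and Tgfbi, and SE rat 7 had 5.23, 0.798, 3.01 and 5.58. Of the 4 promoter regions, those of F1M710_RAT and Jph3 had an unadjusted p below 0.01, and that of F1M710_RAT one below 0.001.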

Changes in promoter methylation were accompanied by changes in mRNA levels for F1M710_RAT (general transcription factor II-I repeat domain-containing protein 1), Jph3 (junctophilin 3), Plk2 (polo-like kinase 2), and Tgfbi (transforming growth factor, beta induced). 

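Outside promoters, the regions of Fig. 4d in Cdh9, Dusp4, F1M710_RAT, Nptx2, Sipa1l2 and Tgfbi all had an unadjusted p below 0.01 in edgeR's quasi-likelihood test and the direction of the figure. The region in an intron of Cdh9 on chromosome 2 of RN4, from 66876678 to 66877302, was the only one of them with lower counts in SE rats, at 4.53 ± 1.33 (SD, n = 4) normalized counts in control and 1.85 ± 0.434 (SD, n = 4) in SE rats. Its log2 fold change was -1.28 with a standard error of 0.34 (edgeR p = 0.000307, adjusted p = 0.423, exact permutation p = 0.0286). The Nptx2 region on chromosome 12 from 10359150 to 10360109, which covers exon, intron and 3′UTR, had 3.31 ± 0.884 (SD, n = 4) in control and 6.42 ± 1.64 (SD, n = 4) in SE rats, a log2 fold change of 0.95 (edgeR p = 0.000865, adjusted p = 0.484, exact permutation p = 0.0286). The intron region of Sipa1l2 on chromosome 19 from 55642144 to 55642766 had a log2 fold change of 1.14 (edgeR p = 0.00116, adjusted p = 0.491, exact permutation p = 0.0286). The log2 fold change was 1.13 for Dusp4 on chromosome 16 from 61110491 to 61111223, 1.15 for the second F1M710_RAT region on chromosome 12 from 23336167 to 23336789, and 0.93 for the Tgfbi region on chromosome 17 from 13908124 to 13908826. Their p in the same edgeR test were 0.00283, 0.00292 and 0.00557, with adjusted p of 0.539, 0.539 and 0.572. SE and control rats did not overlap in any of these 6 regions. As the paper chose these regions for a group difference in the same data, direction, small p and separation largely follow from that choice. Over all 10 libraries the directions were the same and no p was below 0.01 in the edgeR test. The log2 fold changes were then -1.55 for Cdh9, 0.80 for Dusp4, 0.20 for F1M710_RAT, 0.48 for Nptx2, 0.94 for Sipa1l2 and 0.67 for Tgfbi. Control rat 2 had normalized counts of 2.16 (Cdh9), 3.73 (Dusp4), 6.08 (F1M710_RAT), 5.30 (Nptx2), 1.57 (Sipa1l2) and 4.32 (Tgfbi). SE rat 7 had 0 (Cdh9), 3.63 (Dusp4), 0.975 (F1M710_RAT), 1.06 (Nptx2), 1.15 (Sipa1l2) and 4.17 (Tgfbi). With these 2 rats included, SE and control rats overlapped in all 6 regions.

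**Figure D3:**
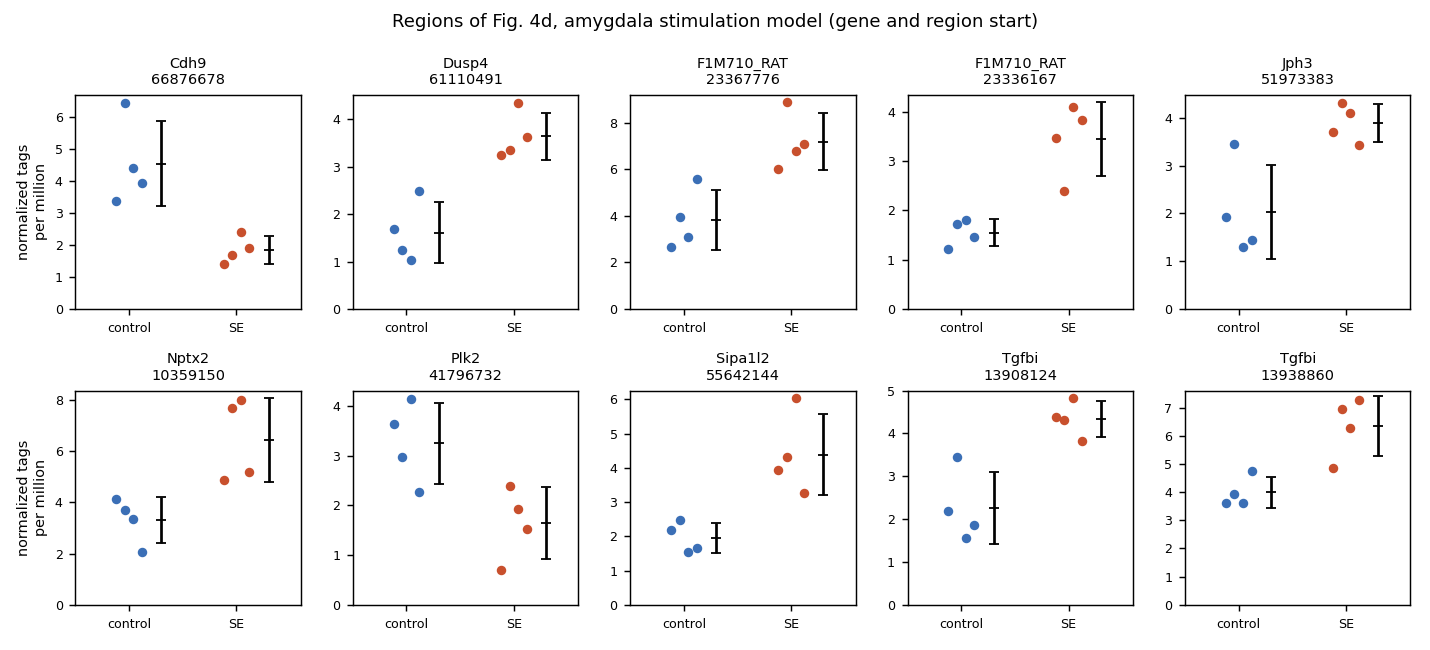
Normalized tag counts (CPM) of the 10 amygdala stimulation regions of Fig. 4d in the 4 control (blue) and 4 SE rats (red), one point per rat, with the mean and SD in black beside them. Each panel is titled with the gene and the start of the region, and the mean of SE rats is lower for Cdh9 and Plk2 and higher in the other 8 regions.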

Changes in mRNA expression were accompanied by changes in methylation status in introns for Cdh9 (cadherin 9), Dusp4 (dual specificity phosphatase), F1M710_RAT, Nptx2 (neuronal pentraxin II), Sipa1|2 (signal-induced proliferation-associated 1 like 2), and Tgfbi. In the TBI model, we identified 3 genes in which changes in mRNA expression were accompanied by changes in methylation in introns Aox1 (aldehyde oxidase 1); Clic 1 (chloride intracellular channel 1); Hpcal1 (hippocalcin-like 1)]. In the systemic pilocarpine model, changes in the methylation status of introns in Cplx4 (complexin 4), Fam101b (family with sequence similarity 101, member B), Grxcr1 (glutaredoxin, cysteine rich 1), Kit (v-kit Hardy-Zukerman 4 feline sarcoma viral oncogene homolog), and PNOC_RAT (prepronociceptin) were accompanied by changes of mRNA levels. Moreover, changes in the methylation status of Cplx4 were also present in promoter and TSS. No genes with altered expression levels and methylation status were common to at least 2 models, indicating model specificity in this phenomenon.

## Discussion

This study investigated the generality of DNA methylation alterations in three experimental models of chronic epilepsy, representing a general pathomechanism regardless of etiology. In all injury models studied, DNA methylation status clearly distinguished controls from focal amygdala stimulation, systemic pilocarpine and TBI animals. The models were characterized by markedly increased methylation in gene bodies and hypomethylation in non-genic areas. However, analysis of the precise locations of methylation events in the genome did not identify regions with altered methylation common to all three models, and only a few regions were common to any two models. Modest associations between methylation in different genomic areas and alterations in gene expression were observed and appeared to be strongest in the systemic pilocarpine model.

Gene-specific as well as genome-wide alterations in DNA methylation have been previously indicated in epilepsy^7^,^10^,^11^,^12^,^13^,^14^,^15^. TLE patients with hippocampal sclerosis and animals with experimental epilepsy have been reported with increased DNA methyltransferase (DNMT) levels in the hippocampus^12^,^13^,^16^ and increased global DNA methylation^12^,^13^. In hippocampus sampled from rat systemic kainate model or patients with drug-refractory TLE, there is a clear predominance of increased methylation in gene promoters^13^,^15^. Finally, whole-genome next-generation sequencing of hippocampal tissue from chronically epileptic animals in the systemic pilocarpine model has revealed widespread alterations in methylation status throughout the genome with prevailing hypermethylation events in the gene body . Our findings extend these observation by showing that hypermethylation of gene bodies is a common feature in experimental models of epilepsy and possibly related to brain hyperexcitability. This hypothesis is supported by previous studies demonstrating that therapeutic adenosine augmentation or ketogenic diet decrease DNA methylation levels while attenuating epileptogenesis^10^,^13^. On the other hand, it has been shown that inhibition of DNMT at the time of initial insult in the rat kainic acid model increased excitatory postsynaptic potentials in hippocampal slices isolated at 14 d later, and caused a decrease in the latency to the first spontaneous seizure^12^. Moreover increasing DNMT function by methionine supplementation reduced interictal spiking in slices from epileptic rats^17^. Therefore the role of DNA methylation in seizure control is complex and may be context-dependent.

Interestingly, comparisons of our datasets with that on promoter methylation in human hippocampal TLE samples showed concordance with methylation changes^15^. For example, in the amygdala stimulation model we observe hypermethylation of LLGL2 (lethal giant larvae homolog 2). In the systemic pilocarpine we detected hypermethylation of LPHN1, (latrophilin 1) as well as hypomethylation of FER1L4 (fer-1-like 4 pseudogene) in TBI. Additionally, hypermethylation in FIGLA (folliculogenesis-specific basic helix-loop-helix) promoter was observed in the amygdala stimulation model, and previously, in patients with hippocampal sclerosis. Moreover, we found altered methylation in TTLL9 (tubulin tyrosine ligase-like family, member 9) promoter in our TBI samples, which has also been observed in patients.

The influence of altered methylation on brain function remains unclear and in the current study gene expression changes were not inversely correlated with DNA methylation changes, particularly in TBI and focal amygdala stimulation models, which is believed to contribute to gene silencing^18^. In fact, only a few genes exhibited methylation changes in gene promoter with altered in mRNA expression in the focal amygdala stimulation and systemic pilocarpine models. We identified genes showing methylation alterations in gene body including exons, introns, or on exon-intron junctions independent of gene expression. Recent studies of methylome and transcriptome data also failed to demonstrate clear effect of intragenic methylation on gene expression in different tissues, including dorsal root ganglion following peripheral nerve ligation^19^,^20^,^21^. Infact, these studies show intragenic DNA methylation plays a role in exon definition and alternative splicing, as exons with lower methylation levels tend to be excluded from mRNA while exons included or highly expressed exhibit higher levels of DNA methylation^20^,^22^,^23^. Manipulation of the exon methylation affects the inclusion of exons to the nascent mRNA^20^,^24^. The regulation of splicing mediated by intragenic methylation levels in epileptic animals remains poorly understood.

One interesting finding was the large number of differentially methylated regions located in non-genic regions. Similar observations have been made in the brains of schizophrenia or bipolar disorder subjects, as well as in experimental model of peripheral pain, indicating the role of intergenic methylation in neurological and brain disorders, however the consequences of these changes for genome functioning are not understood^21^,^25^.

Interestingly, the alterations in gene expression patterns detected here were primarily model-specific. Previously published datasets on different epilepsy models of human tissue also exhibited limited resemblance, primarily explained by differences in brain areas, the time points investigated, or the transcriptome profiling methods^26^. Our datasets describing changes in transcriptome in three different models were obtained using the same experimental procedure, which indicates that they underlie different model-specific phenomena. Previous studies have indicated downregulation of neuron specific gene expression (e.g., synaptic plasticity or learning- and memory-related genes) and upregulation of genes involved in different aspects of immune function or inflammation^26^. This is also confirmed here. However, different aspects of the immune response and inflammation predominate in each model. The functional significance of genes that are upregulated in all three models is unclear, although the importance of complement activation (Serping1), gliosis (S100a6, Msn, Gpnmb), or cell-extracellular matrix communication (Cd44) can be implicated. Transcriptome alterations support the hypothesis that different animal models have distinct characteristics with different predominating molecular features.

A surprising finding of this study was the marginal overlap of alterations in DNA methylation between experimental epilepsy models. Because we were interested in methylation patterns identifying epilepsy, we investigated models with different epileptogenic etiologies looking for changes that were not related to the model or specific laboratory conditions. Rather these changes are indicative of the epileptogenic process and possibly seizures. In the focal electrical amygdala stimulation and systemic chemoconvulsant pilocarpine models, epilepsy is sequelae of SE^27^,^28^. The two models share qualitative similarities in hippocampal pathology, including degeneration of interneurons and principal cells, gliosis, axonal sprouting, neurogenesis, and changes in extracellular matrix^29^ (see also Fig. 1). At 3 months, when tissue sampling was performed, many of the animals exhibit advanced epileptogenesis, including spontaneous seizures. The variable number of seizures, latency to first seizure and latency from last seizure to the tissue collection added to the interindividual variability and may have been a confounding factor in our molecular studies. In the TBI model, remarkable interneuron loss in the hippocampus, with milder damage to principal cells, gliosis, axonal sprouting, and neurogenesis are observed^30^(see also Fig. 1). However, according to previous studies spontaneous seizures would be expected only in approximately 15% of animals at the time point of sampling^31^,^32^. In all three models hippocampal pathology is reflected by deficits in hippocampal dependent spatial learning, which is most severe in the systemic pilocarpine model^27^,^33^,^34^. Because the structural alterations in the CA3 and dentate gyrus are more robust in systemic pilocarpine than in the focal amygdala stimulation or TBI models, at least some differences in the change in methylation status are likely due to differences in network change and phenotype. For example, differences in the level of neurodegeneration and accompanying density of glial cell population lead to imbalances between cell types, and because methylation patterns are regarded to be cell type-specific, this could explain some differences in methylation alterations between models. Additionally, spontaneous seizures being more common in focal amygdala stimulation and systemic pilocarpine models could have added to the methylation diversity because persistent epileptiform activity has been shown to influence methylation status^35^,^36^. However, methylation signatures between the two SE models were not more similar than when each of the SE models was compared with the TBI model. We hypothesize the resulting pattern of methylation is dynamic and depends on the stage of the disease development and ongoing pathology. Additionally, whether changes in methylation pattern are related to model specific changes in behavior, such as stress, mobility or disruption of circadian rhythm, cannot be excluded^37^,^38^.

Epilepsy in humans is characterized by extreme heterogeneity both in etiologies and phenotypes that is not well modeled by the current animal models and explain the poor reproducibility of preclinical data between models and difficulties in translation of potential treatment regimens to the clinical use^39^. The animal models used in this study differ in etiology and may therefore reflect features of different epilepsy syndromes in humans (post-traumatic epilepsy vs. drug refractory epilepsy). Our data indicating etiology-related differences in methylation changes in animal models are in line with human data showing pronounced differences in methylation status in epileptic hippocampus depending on the level of hippocampal sclerosis^15^. Despite the need of integrated data analysis between species, comparisons with existing human data sets are currently limited, for example, due to the use of different platform technologies (array vs. deep sequencing), limited sample numbers in existing studies, lack of human control data, or incomplete annotation of the rat genome.

In summary, we investigated alterations in genomic DNA methylation patterns which were common in three different experimental models of acquired epilepsy. Our data revealed that part of the genome-wide methylation signature distinguished injured from control animals irrespective of the initial precipitating injury, whereas other parts of the signature distinguished epileptic from control animals in a model-specific way. Our data suggest that methylation patterns depend on the epileptogenic etiology, indicating either model-specific epileptogenic mechanisms or different stages of epileptogenesis at the time of sampling. Future studies are needed to verify the specificity of our findings and identify molecular biomarkers for epileptogenesis and seizure (onset) or drug-response.

## Methods

### Epileptogenesis induced by focal electrical amygdala stimulation

Adult male Sprague-Dawley rats (Medical Research Centre, Warsaw, Poland) weighing 290–320 g were housed in a controlled environment (21–23 °C, 12 h dark/light cycles) with water and food available *ad libitum*. Starting from the day of surgery, each animal was housed in a separate cage. All animal procedures were approved by the Ethical Committee on Animal Research of the Nencki Institute and conducted in accordance with the guidelines established by the European Council Directives 2010/63/EU. The amygdala stimulation model of temporal lobe epilepsy (TLE) was performed as described by Nissinen *et al*. with modifications^27^,^40^. Briefly, surgery was performed under isoflurane anesthesia (2–2.5% in 100% O_2_) preceded by the injection of butorphanol injection (Butomidor, Richter Pharma AG, Wells, Austria; 0.5 mg/kg, i.p.). A stimulating and recording bipolar wire electrode (Plastic One Inc., Roanoke, VA, USA, # E363-3-2WT-SPC) were implanted into the left lateral nucleus of the amygdala (AP −3.6 mm, L 5.0 mm from the bregma; DV 6.5 mm from the surface of the brain)^41^. A stainless steel screw electrode (Plastic One Inc., Roanoke, VA, USA, #E363/20) was implanted contralaterally into the skull over the right frontal cortex (AP + 3.0 mm, L 2.0 mm from the bregma) as a surface EEG recording electrode. Two stainless steel screw electrodes were placed bilaterally over the cerebellum (AP − 10.0 mm, L 2.0 mm from the bregma) as ground and reference electrodes. The socket contacts of all electrodes were placed in a multi-channel electrode pedestal (Plastic One Inc., Roanoke, VA, USA, #MS363) attached to the skull with dental acrylate (Duracryl Plus). After 2 weeks of recovery, animals were electrically stimulated via the intra-amygdala electrode to evoke SE. Stimulation consisted of a 100-ms train of 1-ms biphasic square-wave pulses (400 μA peak to peak) delivered at 60 Hz every 0.5 s for 30 min. If the animal did not enter SE, stimulation was continued for an additional 10 min. The SE was stopped 1.5–2 h after stimulation via an intraperitoneal injection of diazepam (20 mg/kg; Relanium, Polfa, Warsaw, 5 mg/ml). If the first dose of diazepam did not suppress SE, the animal received subsequent doses of diazepam (5 mg/kg). Age-matched control animals had electrodes implanted but did not receive electrical stimulation.

Stimulated rats (n = 5) were monitored with video EEG (Comet EEG, Grass Technologies, West Warwick, RI) for 2 weeks prior the end of the experiment to determine the presence of spontaneous seizures. Spontaneous seizures were identified from EEG recordings by browsing the EEG manually on the computer screen. An electrographic seizure was defined as a high frequency (>8 Hz), high amplitude (>2 × baseline) discharge lasting for at least 5 s. All stimulated animals enrolled had spontaneous seizures. The frequency of seizures was 3.9 ± 2.7 seizures/day. Time-matched control sham operated animals had electrodes implanted but were not stimulated (n = 5).

### Epileptogenesis induced by TBI

Adult male Sprague-Dawley rats (Harlan, Netherlands) weighing 330–371 g at the time of TBI were housed in a controlled environment (21–23 °C, 12 h dark/light cycle, 50–60% relative humidity) with water and food available *ad libitum*. All animal procedures were approved by the Committee for the Welfare of Laboratory Animals of the University of Eastern Finland in accordance with the guidelines established by the European Community Council Directives 2010/63/UE. The induction of TBI was performed according the lateral fluid percussion (LFP) method described by McIntosh *et al*.^42^ and Kharatishvili *et al*.^31^. Animals (n = 18) were anesthetized with an intraperitoneal (i.p.) injection of a solution (6 ml/kg) containing sodium pentobarbital (58 mg/kg), chloral hydrate (60 mg/kg), magnesium sulphate (127.2 mg/kg), propylene glycol (42.8%) and absolute ethanol (11.6%) and placed in a Kopf stereotactic frame (David Kopf Instruments, Tujunga, CA, USA). First, the skull was exposed with a midline skin incision followed by extraction of the periosteum. The left temporal muscle was detached from the lateral ridge and then, a circular craniectomy (Ø 5 mm) was performed over the left parietal lobe midway between the lambda and bregma keeping the dura mater intact. The craniectomy edges were sealed with a modified Luer-Lock cap that was filled with saline, and the calvaria was covered with dental acrylate (Selectaplus CN, Dentsply DeTrey GmbH, Dreieich, Germany). Lateral FPI was induced 90 min after the administration of anesthesia by connecting the rat to a fluid-percussion device (AmScien Instruments, Richmond, VA, USA) via a female Luer-Lock fitting. The mean severity of the impact was 3.32 ± 0.01 atm. Control animals (n = 12) received anesthesia and underwent all surgical procedures but without lateral FPI. Mortality within 48 h post-TBI was 17% (3 of 18 rats). For further analysis, we included 5 TBI and 5 control rats selected from animals that survived until end of the follow-up period. TBI animals were not subjected to EEG-monitoring. They did not express handling-related seizures. Previous data indicate that at this time point no more that 15% rats have epilepsy^31^.

### Epileptogenesis induced by systemic pilocarpine

The animal handling procedure and first analysis of methylome and transcriptome data obtained from this cohort of rats were previously published by Kobow *et al*.^10^. Here we reanalyzed and extended the analysis and present new findings when relevant.

Animal procedures have been described elsewhere^10^. In short, the experimental study design was approved by the local animal care and use committee in accordance with the European Communities Council Directive (54-2532.1-23/09, Directive 2010/63/EU). Male Wistar rats weighting 300–350 g (Charles-River, Germany; n = 14) were kept in individual cages under controlled environmental conditions (12 h dark/light cycles, 20–23 °C and 50% relative humidity) with drinking and feeding ad libitum. Representative animals were assigned to continuous video-electroencephalography monitoring (vEEG; DSI, St. Paul, MN, USA). Electrodes were implanted before seizure induction. Rats were deeply anesthetized with an intraperitoneal injection of a ketamine (57 mg/kg) and xylazine (9 mg/kg) mixture and placed in a stereotaxic apparatus (Bilaney Consultants, Düsseldorf, Germany). Two epidural EEG electrodes, i.e. touching but not penetrating the dura, were implanted (2 mm lateral to the sagittal suture and 5 mm anterior to the lambda suture, 1 mm diameter) The transmitter (F40-EET, DSI, St. Paul, MN, USA) was placed into a subcutaneous pocket along the animal’s dorsal flank. Implanted animals had time to recover for 1 week before further procedures. There were no differences in baseline EEG between animals before further treatment.

To induce status epilepticus (SE), animals were injected with a single high dose of the muscarinic receptor agonist pilocarpine (PILO; 340 mg/kg, i.p.; Sigma-Aldrich, Steinheim, Germany). Peripheral cholinergic effects were minimized by administration of methyl scopolamine (1 mg/kg, s.c.; 30 min before injection of pilocarpine; TCI Europe NV, Zwijndrecht, Belgium). Animals that experienced no SE within 45 min after first pilocarpine administration were treated for a second time with half the application dosis (175 mg/kg, i.p.). After 60 min SE duration, animals received administration of diazepam (8 mg/kg, i.m.; Sigma-Aldrich). One hour following diazepam treatment glucose depots (2 × 5 ml) were subcutaneously injected to help animals to recover. Age matched control rats (CTRL; n = 5) received methyl scopolamine and saline (0.9% NaCl; Sigma-Aldrich) injections only.

Implanted animals were video-EEG monitored 24/7 starting from day of implantation until 12 weeks after initial precipitating injury. Behavioral seizures were quantified. The average time to first seizure was 8,4 ± 1,8 days post-SE. Seizure frequency per week was 24.5 ± 4.7 seizures/week.

### Tissue collection

Tissue was collected at 3 months after SE or TBI induction. For tissue collection, the rats were anesthetized with CO_2_ (amygdala stimulation model), 4% isoflurane (TBI), or ether (pilocarpine model), and decapitated with a guillotine. The left hippocampus was rapidly isolated, and tissue containing CA3 and dentate gyrus were excised on a platform placed on ice. For downstream applications, the CA3/dentate gyrus was homogenized in ice cold 1 × PBS and divided into equal volumes for DNA and RNA extraction exactly as described by Kobow *et al*.^10^. Samples from each animal were processed individually. Samples were stored at −80 °C until use.

### DNA methylation profiling

The same procedure was used for all three models. DNA was extracted from a tissue piece containing the CA3 and dentate gyrus using the DNeasy Blood and Tissue Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Massive parallel sequencing of enriched methylated DNA was performed as described previously^43^. Briefly hippocampal DNA from each rat (amygdala stimulation: control n = 4, SE n = 4; pilocarpine: control n = 5, SE n = 4; TBI: control n = 4, TBI n = 5) was fragmented to a median size of 200–300 bp and subjected to methylated DNA capture according to the MethylMiner protocol (Invitrogen, Darmstadt, Germany), exclusively enabling capture of methylated double-stranded DNA. Fragmented and enriched DNA was eluted at high salt concentrations (2 M NaCl). Five nanograms of enriched DNA for amygdala stimulation, 10 ng for pilocarpine, and 5 ng for TBI was used in library preparation using the NEBNext DNA Library Prep Reagent Set for Illumina (New England Biolabs, Frankfurt/Main, Germany). The quality of sequencing libraries was assayed using the Shimadzu MultiNA capillary electrophoresis system (Shimadzu, Kyoto, Japan). Libraries were sequenced at a concentration of 10 pM using the Illumina Genome Analyzer IIx (Illumina, San Diego, CA, USA) with a 36 bp single read length. Image analysis and base-calling were performed using the OLBv1.8 software. Sequenced tags were aligned to the rat genome RN4 using BWA (version 0.5.9) with default parameter^44^.

Profiles of DNA methylation were compared between all pairwise combinations of samples for each model separately using the MACS peak calling software (version 1.4.0 rc2) with fixed shift size of 75 bp and significance cut-off of 10E-05^45^. Genomic regions showing different methylation patterns between pairs of samples were merged using BEDTools^46^. Duplicate reads that aligned to the same location in a given sample were removed from further analysis. The number of read tags aligning to each region was summarized using a custom python script producing a matrix of counts (tags per region per sample). The regions were non-differentially filtered for regions in which the sum of tag counts was below the 50th percentile. These count data were tested for differential tag abundance using Bayesian shrinkage of negative binomial model implemented in edgeR^47^, and normalized using trimmed mean normalization^48^. Circos plot (Fig. 2e) was used to visualize methylation events (cut-off p < 0.01) on the rat genome ideogram^49^. First analyses of alterations in DNA methylation in systemic pilocarpine model have been previously published by Kobow *et al*.^10^.

Heatmaps were generated in the R environment with the gplots package^50^,^51^. Unsupervised clustering was performed by taking the trimmed mean normalized values for differential regions as defined by edgeR analysis (cut-off p < 0.01). These values were normalized to the standard normal distribution. Methylation events and samples were ordered with clustering complete-linkage method together with a Pearson correlation based distance measure (Fig. 2a–c).

### Establishing common differentially methylated regions in the different TLE models

To detect of common features in methylation for at least two models, regions with increased or decreased methylation in each model (cut-off p < 0.01) were used. To identify common differentially methylated regions between models, we used non-adjusted p-values to include regions with low significance; however occurrence in at least two models was required. Regions, in which alterations in methylation status were common for two or three models were detected via intersections with BEDTools v2.16.1^46^. Overlapping regions (≥1bp) were considered common when the level of methylation between epileptic and control animals changed in the same direction. Circos plot (Fig. 2f) was used to map common methylation events to the rat genome ideogram^49^. Heatmap presenting overlapping regions with consistent change (cut-off p < 0.01) in DNA methylation in at least two models of epilepsy (Fig. 2d) was generated in the R environment with the gplots package^50^,^51^. Unsupervised clustering was performed by taking the trimmed mean normalized values for differential regions as defined by edgeR analysis for each model of epilepsy separately. These values were normalized to the standard normal distribution for each model separately. Methylation events and samples were ordered with clustering complete-linkage method together with Pearson correlation based distance measure.

### Distribution of differentially methylated regions across genomic features

Information about genomic features: CpG islands, SNPs, promoters (200 bp or 5 kb upstream of transcription start), TSSs, gene bodies, 5′UTRs, coding exons, introns, 3′UTRs, and non-genic regions was obtained for rat genome version RN4 from Ensembl via the UCSC Genome Table Browser^52^. We intersected genomic features with differentially methylated regions of DNA between epileptic and control animals (cut-off p < 0.01) (overlap 1 bp or more) with BEDTools 2.16.1^46^ and compared the distribution of DNA methylation changes for three models for all of these genomic features. Differentially methylated regions were normalized and expressed as log2 odds ratio compared with non-differentially methylated genomic features separately for hyper- and hypomethylation events. Barplots in Fig. 2h–j present the mean frequency of observed methylation changes with upper and lower 95% confidence intervals for the genomic features. We also compared hyper- and hypomethylation events at specific genomic features for each model. Barplot in Fig. 1k presents log2 odds ratio of the number of increased *versus* decreased methylation regions across genomic features with upper and lower 95% confidence intervals. Significance was estimated with two-sided Fisher’s exact test and p < 0.05 was considered significant. Barplots were created, and statistical calculations were performed in the R environment version 3.0.2^50^.

### Gene expression profiling

The mRNA expression profiling procedure was the same for all three models. The numbers of samples analyzed was as follows: amygdala stimulation - control n = 5, SE n = 4; pilocarpine - control n = 5, SE n = 5; TBI - control n = 3, TBI n = 5. Total RNA was extracted using the Trizol method, followed by DNAse digestion. RNA quality was verified with the Shimadzu MultiNA capillary electrophoresis system (Shimadzu). Following Dynabead Oligo(dT) enrichment (Invitrogen), mRNA was prepared into sequence-ready libraries with the NEBNext mRNA Library Prep Reagent Set for Illumina (New England Biolabs). Libraries were sequenced at a concentration of 10 pM (pilocarpine) or 13 pM (amygdala stimulation and TBI) on the Illumina Genome Analyzer IIx (Illumina, San Diego, CA, USA) with a 36-bp single read length. Image analysis and base-calling were performed as described above. Sequenced tags were aligned to the rat genome RN4 using BWA (version 0.5.9) with default alignment parameters^44^. The numbers of read tags aligning to each gene were extracted using a custom python script that produces a matrix of counts with regions based on the Ensembl transcript annotation (version 66). Genes were non-differentially filtered for tag counts sums below the 30th percentile. These count data were tested for differential tag abundance using Bayesian shrinkage of a negative binomial model implemented in edgeR^47^, and normalized using trimmed mean normalization^48^.

Heatmaps for individual models were generated in the R environment with gplots package^50^,^51^. Unsupervised clustering was performed by taking the trimmed mean normalized values for differential genes as defined by edgeR analysis (cut-off p < 0.001). These values were normalized to the standard normal distribution. Genes and samples were ordered with clustering complete-linkage method together with a Pearson correlation based distance measure (Fig. 3a–c) and normalized values. For heatmaps presenting unsupervised clustering of all samples and models, z-scores were calculated for each model separately and a Pearson correlation-based distance measure was used.

For the seven genes upregulated in all three models of epilepsy we analyzed direct and indirect experimentally confirmed interactions between genes and gene products using IPA (Ingenuity Pathway Analysis, Quiagen, Redwood City, CA) (Fig. 3g).

### Comparison of functional enrichment of GO terms for the Biological Process branch and biological pathways from KEGG and Reactome

Analysis of enriched GO terms from the Biological Process branch was performed separately with the gProfiler webservice^53^,^54^ via the GOsummaries R package^55^ for upregulated and downregulated genes for each epilepsy model (Fig. 3h). Whole genome was used as a reference set. The function ‘gosummaries’ from the GOsummaries package was used with default arguments using human GO, KEGG and Reactome database as targets.

### Gene set enrichment expression analysis

A gene set enrichment analysis (GSEA) was performed separately for each model using the ranked mRNA results and sets of differentially methylated genes (cut-off p < 0.001)^56^. Rank scores for differential mRNA expression were calculated as -log10(p-value) multiplied by the sign of the edgeR fold change such that upregulated genes had positive scores and downregulated genes had negative scores. Scores for genes that were represented by more than one transcript were calculated with the lowest *p*-value. The obtained rank scores were used to test for relationships between gene expression and DNA methylation using the GSEA preranked method based on 1000 gene set permutations. Sets of differentially methylated genes were derived by filtering the differentially methylated regions between epileptic and control animals (p < 0.001 as determined by edgeR analysis) and separated into increased and decreased methylation. Promoters were defined as regions 5 kb upstream of TSS. An initial analysis of alterations in transcriptome from animals with pilocarpine induced epilepsy was previously published by Kobow *et al*.^10^.

### Differentially expressed genes in which methylation changes occurred

Lists of differentially expressed genes (cut-off p < 0.001) were obtained separately for each model of epilepsy. Additionally, a list of differentially methylated genes (cut-off p < 0.001), in which methylation changes occurred in gene bodies or promoters defined as 5 kb upstream from TSS was obtained. Lists of differentially expressed and methylated genes were intersected for each model separately to obtain list of relationships between methylation and expression for each animal model presented (Fig. 4d).

## Additional Information

**Accession codes**: Methyl-Seq and mRNA-Seq data for the focal amygdala stimulation model were deposited in the NCBI Gene Expression Omnibus under access id GSE75403, the systemic pilocarpine model with access id GSE50080, and the TBI model under access id GSE75121.

**How to cite this article**: Dębski, K. J. *et al*. Etiology matters – Genomic DNA Methylation Patterns in Three Rat Models of Acquired Epilepsy. *Sci. Rep.* **6**, 25668; doi: 10.1038/srep25668 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
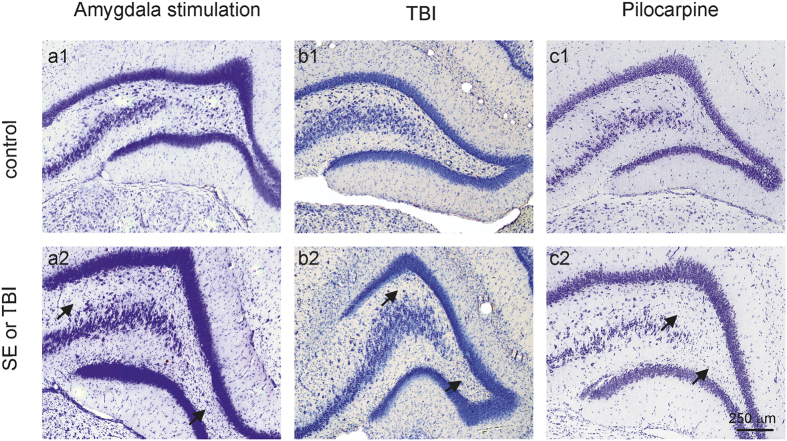
Pattern of neurodegeneration in three models of acquired epilepsy. Nissl-stained sections presenting dentate gyrus of animals from amygdala stimulation **(a2)**, pilocarpine **(b2)** and TBI **(c2)** model and respective controls **(a1,b1,c1)**. Arrows indicate neuronal loss.

**Figure 2:**
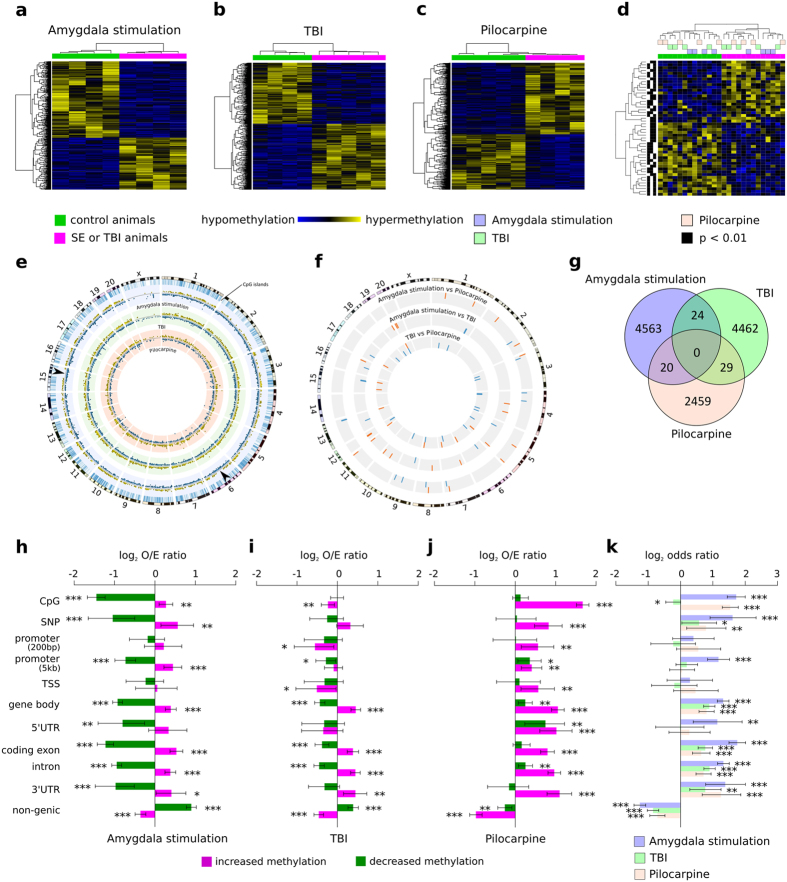
Differentially methylated regions and their distribution in three models of epilepsy. (**a–c**) - Unsupervised hierarchical cluster analysis of differential methylation in **(a)** amygdala stimulation, **(b)** TBI, and **(c)** pilocarpine models. Hypermethylation – yellow, hypomethylation – blue, green – control, magenta - SE/TBI. (**d**) - Heatmap summarizing overlapping regions with consistent change in DNA methylation in at least 2 of 3 models of epilepsy (p < 0.01). Hypermethylation – yellow, hypomethylation – blue, green – control, magenta - SE/TBI. (**e**) - Rat genome ideogram summarizing the probability of increased (yellow) or decreased (blue) DNA methylation in injured *vs.* control animals in three animal epilepsy models. Outer ring represents chromosomes. Inner rings indicate location of methylation events in each model (amygdala stimulation - light blue, TBI - light green, pilocarpine - light red, hypermethylation – yellow, hypomethylation – blue). Distance from black line in the middle of each ring represents increasing probability of methylation change (presented as -log10 of p-value). Arrowheads indicate areas in chromosomes 6 and 15 that lacked increased methylation in the amygdala stimulation model. (**f**) - Rat genome ideogram summarizing DNA methylation changes common for pairs of models (inner gray rings). Outer ring represents chromosomes. Red bars - common increased methylation events, blue bars - common decreased methylation events. (**g**) - Venn diagram presenting differentially methylated DNA regions detected in each model of epilepsy and regions overlapping between models with change in methylation to the same direction. (**h–j**) - Genomic distribution of DNA methylation changes in **(h)** amygdala stimulation, **(i)** TBI, and **(j)** pilocarpine models. Frequency of observed methylation changes compared with non-differentially methylated regions (p < 0.01), with upper and lower 95% confidence intervals for different genomic features. Magenta - increased methylation, green - decreased methylation, O/E - observed/expected ratio, CpG - CpG islands, SNP - single nucleotide polymorphism, TSS - transcriptional start site, UTR - untranslated region. (**k**) - Ratio of increased to decreased methylation events across genomic features for each epilepsy model with upper and lower 95% confidence intervals. Blue, green and light red bars represent the focal amygdala stimulation, TBI, and systemic pilocarpine models, respectively. ^*^p < 0.05, **p < 0.01, ***p < 0.001 (two-sided Fisher’s exact test).

**Figure 3:**
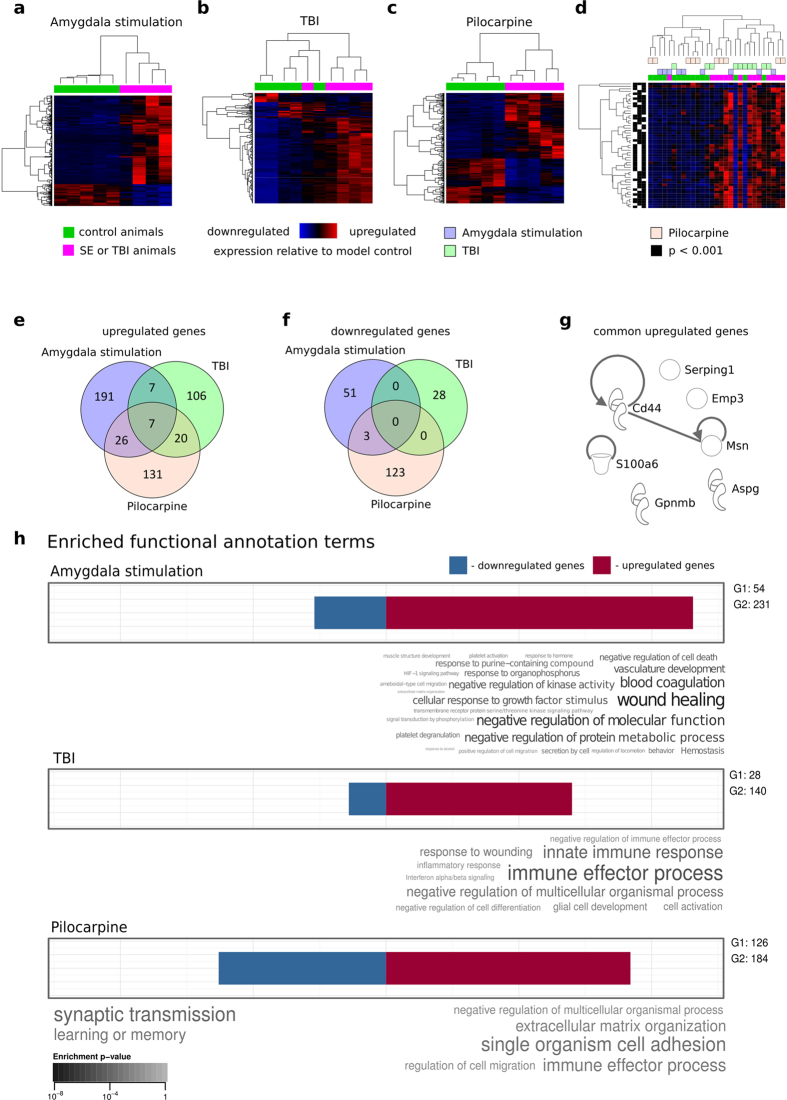
Differentially expressed genes over three models of TLE. (**a–c**) - Unsupervised hierarchical clustering of samples and transcripts according to differential expression profiles (upregulation - red, downregulation - blue, cut-off p < 0.001) for the amygdala stimulation (**a**), TBI (**b**) and pilocarpine model (**c**). Green bars on the top of the heatmaps refer to control and magenta bars to SE/TBI animals. Data from pilocarpine model were previously published by Kobow *et al*.^10^ and reanalyzed here as described in Methods section. (**d**) - Heatmap presenting genes with altered expression levels in at least two animal models (cut-off p < 0.001). Blue color indicates downregulation and red upregulation of gene expression in a given model of epilepsy. The blue bar on the top of the heatmap refers to control and the magenta bar to SE/TBI animals. Black shadings on the left side of the heatmap represent the significant differences. (**e–f**) - Venn diagrams presenting upregulated (**e**) or downregulated (**f**) genes common between models. (**g**) - Direct and indirect experimentally observed interaction between genes or gene products according to IPA. Note that interactions were found between Msn (moesin) and Cd44 (Cd44 antigen precursor), and that feedback interaction was observed for S100a6, Msn and Cd44. (**h**) - Word clouds presenting enrichment analysis of terms from the GO database from the Biological Process branch and terms from biological pathways databases (KEGG and Reactome) with gProfiler for each model. The length of blue and red bars over each word cloud are proportional to the number of down- and upregulated genes, respectively. The numbers on the right side of the bars (G1 and G2) represent the number of down- and upregulated genes, respectively. Word clouds under the blue bars describe enriched terms for downregulated genes whereas words under the red bars represent upregulated genes. Only significantly enriched terms (enrichment p < 0.01) are presented. The color of the font indicates the enrichment p-value. Darker colors indicate more significant enrichment. The font size is related to the significance of enrichment of a given term but only within a given cloud.

**Figure 4:**
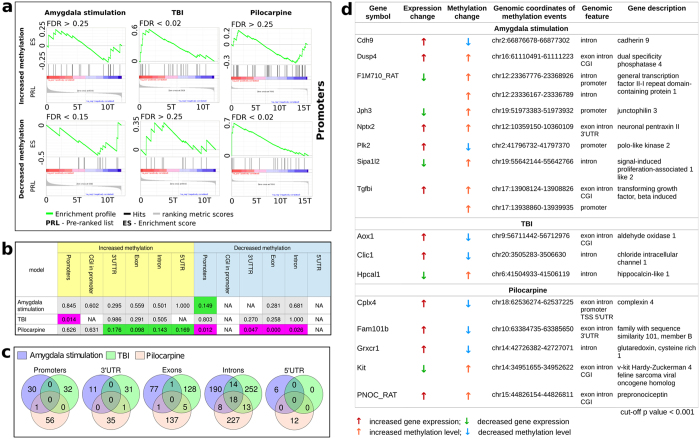
Correlation between methylation and gene expression. (**a**) - Examples of GSEA enrichment profiles of association between gene expression and alterations in promoter methylation, A strong association (FDR < 0.25 was considered significant) was observed between increased promoter methylation and gene activation in the TBI model, between decreased promoter methylation and gene repression in the focal amygdala stimulation model, and between decreased promoter methylation and gene activation in the systemic pilocarpine model. ES - enrichment score, PRL - pre-ranked list, FDR - false discovery rate. (**b**) - Gene set enrichment analysis (GSEA) presenting associations between gene expression and methylation changes in different genomic features in three epilepsy models. The results are presented as false discovery rates of nominal p-values of gene sets of increased or decreased methylation events at promotors (5 kb upstream of transcription start), CpG islands in promoters (CGI in promoter), TSSs, 3′UTRs, exons, introns and 5′UTRs against the rank of mRNA-Seq data from the same samples. Cell background color representations are as follows: gray – non-significant association, green - significant association with decreased gene expression, magenta - significant association with increased gene expression (FDR < 0.25 was considered as significant). NA - analysis not available due to missing differentially methylated regions in gene sets. (**c**) - Venn diagrams showing overlaps between genes and differentially methylated DNA regions used in GSEA. (**d**) - List of differentially expressed genes (cut-off p < 0.001), in which methylation changes occurred in gene body or promoter regions in each model. Magenta and green arrows indicate increased and decreased levels of mRNA, respectively. Orange and blue arrows indicate increased and decreased methylation events, respectively, which occurred in promoter regions, TSSs, exons, introns, 3′UTRs, 5′UTRs and CGIs (CpG islands).

# Supplementary material for: Etiology matters – Genomic DNA Methylation Patterns in Three Rat Models of Acquired Epilepsy
**Source:** Sci Rep. 2016 May 9;6:25668. doi: 10.1038/srep25668
**Supplement:** Supplementary Information

**Etiology matters – Genomic DNA Methylation Patterns in Three Rat Models of Acquired Epilepsy**

K. Dębski, A. Pitkanen, N. Puhakka, A. M. Bot, I. Khurana, H. KN, M. Ziemann, A. Kaspi, A. El-Osta, K. Lukasiuk, K. Kobow

**Supplementary Table 1: List of genes with altered expression levels in the amygdala stimulation model of epilepsy**

| Name         | logFC        | directedFC   | PValue      | adj.p.value | Gene_id | Direction     |
|--------------|--------------|--------------|-------------|-------------|---------|---------------|
| NM_022197    | 3,71669488   | 13,14730214  | 7,65369E-10 | 1,50464E-05 | Fos     | upregulated   |
| NM_017128    | 4,473947993  | 22,22248106  | 8,29568E-09 | 4,94326E-05 | Inhba   | upregulated   |
| NM_031055    | 4,604087747  | 24,32027686  | 1,0058E-08  | 4,94326E-05 | Mmp9    | upregulated   |
| NM_001025650 | 1,008612193  | 2,011974741  | 0,000000024 | 9,43091E-05 | Dusp11  | upregulated   |
| NM_012614    | 3,470245844  | 11,08276416  | 4,08634E-08 | 0,000130954 | Npy     | upregulated   |
| NM_001100474 | 2,793564777  | 6,933408565  | 0,000000062 | 0,000152271 | Ccnf    | upregulated   |
| NM_021586    | 2,410499259  | 5,316582793  | 7,574E-08   | 0,000160459 | Ltbp2   | upregulated   |
| NM_001107052 | 2,291819659  | 4,896733427  | 8,16209E-08 | 0,000160459 | Arl4d   | upregulated   |
| NM_001034199 | 3,082090548  | 8,468406647  | 1,17123E-07 | 0,000209319 | Nptx2   | upregulated   |
| NM_001079890 | 3,897185248  | 14,89943014  | 1,36691E-07 | 0,000223935 | Gprc5a  | upregulated   |
| NM_053727    | 1,748338445  | 3,359714042  | 1,70236E-07 | 0,000227886 | Nfil3   | upregulated   |
| NM_013046    | 7,534337408  | 185,3794363  | 1,73879E-07 | 0,000227886 | Trh     | upregulated   |
| NM_053633    | 3,554509474  | 11,74935353  | 0,000000275 | 0,000337891 | Egr2    | upregulated   |
| NM_017232    | 2,768677919  | 6,814831182  | 4,42472E-07 | 0,000457819 | Ptgs2   | upregulated   |
| NM_013151    | 1,266750314  | 2,406189579  | 4,80139E-07 | 0,000471953 | Plat    | upregulated   |
| NM_053572    | -1,991505373 | -3,976517095 | 5,39405E-07 | 0,000504961 | Pcdh21  | downregulated |
| NM_001031656 | 1,878391635  | 3,676649465  | 6,18427E-07 | 0,000545887 | Serinc2 | upregulated   |
| NM_139090    | 1,761873691  | 3,391382927  | 7,68621E-07 | 0,000629596 | Acvr1c  | upregulated   |
| NM_030997    | 1,852322557  | 3,610810122  | 8,97373E-07 | 0,000705659 | Vgf     | upregulated   |
| NM_012795    | 2,636906853  | 6,219966686  | 1,0931E-06  | 0,000795895 | Gp5     | upregulated   |
| NM_019137    | 2,218635579  | 4,654530266  | 1,46857E-06 | 0,000962356 | Egr4    | upregulated   |
| NM_001130564 | 1,059677472  | 2,084465468  | 1,60891E-06 | 0,001020307 | Efr3a   | upregulated   |
| NM_001025680 | 1,412346325  | 2,661696957  | 1,90765E-06 | 0,001133434 | Gpr4    | upregulated   |
| NM_080782    | 2,337247667  | 5,053376486  | 1,96026E-06 | 0,001133434 | Cdkn1a  | upregulated   |
| NM_012551    | 1,367814721  | 2,580793519  | 2,89325E-06 | 0,001458422 | Egr1    | upregulated   |
| NM_053453    | 1,280331399  | 2,428947654  | 4,05053E-06 | 0,001895938 | Rgs2    | upregulated   |
| NM_022187    | 2,307582129  | 4,950527056  | 4,84321E-06 | 0,002163924 | Plk3    | upregulated   |
| NM_019361    | 2,886297515  | 7,393705165  | 5,34868E-06 | 0,002298315 | Arc     | upregulated   |
| NM_031135    | 2,092022303  | 4,263452854  | 0,00000554  | 0,002317232 | Klf10   | upregulated   |
| NM_001011936 | 2,327889552  | 5,020703583  | 5,82189E-06 | 0,002384429 | Bag3    | upregulated   |
| NM_031821    | 1,468415143  | 2,767177414  | 6,03233E-06 | 0,002420194 | Plk2    | upregulated   |
| NM_021584    | 1,780083244  | 3,43445991   | 6,26811E-06 | 0,002464494 | Dcll1   | upregulated   |
| NM_001108593 | 0,576753976  | 1,49148966   | 7,1389E-06  | 0,002647995 | Sec23b  | upregulated   |
| NM_001107082 | 0,633835203  | 1,551684452  | 7,95756E-06 | 0,002896993 | Etv5    | upregulated   |
| NM_001109102 | 3,007223549  | 8,040156308  | 9,17416E-06 | 0,003279179 | Fam167a | upregulated   |
| NM_001106684 | 1,787634826  | 3,452484233  | 9,5567E-06  | 0,003354914 | Rhbdl2  | upregulated   |
| NM_012959    | 1,041642392  | 2,058569836  | 1,31727E-05 | 0,004389175 | Gfra1   | upregulated   |

Supplementary File

|              |              |              |             |             |              |               |
|--------------|--------------|--------------|-------------|-------------|--------------|---------------|
| NM_053455    | 1,840591703  | 3,581568916  | 1,37617E-05 | 0,004509007 | Fgl2         | upregulated   |
| NM_134454    | 3,775063581  | 13,69012373  | 1,43983E-05 | 0,00464027  | Angpt2       | upregulated   |
| NM_030863    | 1,513676377  | 2,855367376  | 1,47382E-05 | 0,004673202 | Msn          | upregulated   |
| NM_001106081 | 1,343932053  | 2,538422216  | 1,56259E-05 | 0,00479984  | Tll1         | upregulated   |
| NM_001130573 | 3,993811103  | 15,93150994  | 1,68235E-05 | 0,005084422 | Maff         | upregulated   |
| NM_013026    | 2,987913461  | 7,933257961  | 1,73343E-05 | 0,005084422 | Sdc1         | upregulated   |
| NM_053819    | 3,418400106  | 10,69155733  | 1,75869E-05 | 0,005084422 | Timp1        | upregulated   |
| NM_057130    | -1,054215761 | -2,07658908  | 1,88343E-05 | 0,005289465 | Hrk          | downregulated |
| NM_031591    | 0,910630068  | 1,879866313  | 2,08063E-05 | 0,005680992 | Pecam1       | upregulated   |
| NM_133551    | 2,263406401  | 4,801237827  | 2,20209E-05 | 0,005930258 | Pla2g4a      | upregulated   |
| NM_212507    | -1,581030617 | -2,991835009 | 2,57695E-05 | 0,006754697 | Ltb          | downregulated |
| NM_212509    | -0,664519616 | -1,585040403 | 2,64205E-05 | 0,006834211 | Nfkbil1      | downregulated |
| NM_001011947 | 1,10776211   | 2,155110899  | 2,69002E-05 | 0,006867943 | Rai14        | upregulated   |
| NM_001134884 | 1,880465984  | 3,681939659  | 2,99472E-05 | 0,00745231  | Scube1       | upregulated   |
| NM_001169127 | 0,759885997  | 1,693356809  | 3,14955E-05 | 0,007739631 | Tspan14      | upregulated   |
| NM_001110335 | 1,430967782  | 2,696275249  | 3,19816E-05 | 0,00775901  | Vegfa        | upregulated   |
| NM_001108278 | -0,562300381 | -1,476621819 | 3,23637E-05 | 0,00775901  | Sat2         | downregulated |
| NM_001113522 | 0,776748581  | 1,713265312  | 3,30224E-05 | 0,007819924 | Arhgef7      | upregulated   |
| NM_017034    | 2,882938814  | 7,376512092  | 3,34134E-05 | 0,007819924 | Pim1         | upregulated   |
| NM_001191577 | 1,284304947  | 2,435646813  | 0,000034323 | 0,007938296 | Midn         | upregulated   |
| NM_022294    | 0,918833733  | 1,890586335  | 3,66872E-05 | 0,008071006 | Eltf1        | upregulated   |
| NM_023985    | 2,737087384  | 6,667229478  | 0,000037133 | 0,008071006 | Trib1        | upregulated   |
| NM_021836    | 0,997656504  | 1,996753862  | 3,73601E-05 | 0,008071006 | Junb         | upregulated   |
| NM_031970    | 4,262912409  | 19,19837648  | 3,77975E-05 | 0,008076596 | Hspb1        | upregulated   |
| NM_013040    | 0,717269772  | 1,644067773  | 3,84867E-05 | 0,008076596 | LOC100360403 | upregulated   |
| NM_001137642 | 3,635496443  | 12,42777776  | 3,86184E-05 | 0,008076596 | Kif18a       | upregulated   |
| NM_001025670 | 1,787219249  | 3,451489868  | 3,90527E-05 | 0,008081446 | Agpat9       | upregulated   |
| NM_053349    | 3,326859857  | 10,03424286  | 4,33554E-05 | 0,008878374 | Sox11        | upregulated   |
| NM_017214    | 1,714975969  | 3,28291175   | 4,46242E-05 | 0,008896569 | Rgs4         | upregulated   |
| NM_133298    | 1,302707918  | 2,466914848  | 4,59742E-05 | 0,008896569 | Gpnmb        | upregulated   |
| NM_001013191 | 1,279323958  | 2,4272521    | 0,000046138 | 0,008896569 | Cbfb         | upregulated   |
| NM_001109422 | 3,827092449  | 14,19285034  | 4,65843E-05 | 0,008896569 | Bcl3         | upregulated   |
| NM_012543    | -0,941958661 | -1,921134679 | 0,000047427 | 0,008896569 | Dbp          | downregulated |
| NM_024127    | 2,285048968  | 4,873806478  | 4,76196E-05 | 0,008896569 | Gadd45a      | upregulated   |
| NM_001008321 | 2,14001544   | 4,407667635  | 0,00004788  | 0,008896569 | Gadd45b      | upregulated   |
| NM_001134599 | 1,076721588  | 2,109237553  | 4,79697E-05 | 0,008896569 | Flna         | upregulated   |
| NM_013064    | 2,926011332  | 7,600062759  | 4,85896E-05 | 0,008927323 | Hcrt1        | upregulated   |
| NM_001108393 | 0,95769723   | 1,942207348  | 4,99906E-05 | 0,009016187 | Zmiz1        | upregulated   |
| NM_001108940 | -0,723140371 | -1,650771426 | 5,07152E-05 | 0,009063724 | Bhlhe22      | downregulated |
| NM_019143    | 1,008058428  | 2,011202612  | 5,29354E-05 | 0,009291587 | Fn1          | upregulated   |
| NM_001134856 | 0,777739031  | 1,71444192   | 5,39912E-05 | 0,009393033 | Cdc14a       | upregulated   |
| NM_021859    | -0,402710431 | -1,321989237 | 5,59141E-05 | 0,009642244 | Matk         | downregulated |
| NM_019162    | 3,785874882  | 13,79310046  | 5,87775E-05 | 0,00996126  | Tac2         | upregulated   |
| NM_001015017 | 1,257714686  | 2,391166659  | 6,07421E-05 | 0,010206233 | Olfm2        | upregulated   |
| NM_031327    | 4,189094788  | 18,24077077  | 6,18085E-05 | 0,010210869 | Cyr61        | upregulated   |
| NM_031528    | 1,383313491  | 2,60866826   | 6,32689E-05 | 0,010365032 | Rara         | upregulated   |

Supplementary File

|              |              |              |             |             |            |               |
|--------------|--------------|--------------|-------------|-------------|------------|---------------|
| NM_001105751 | 0,477339568  | 1,39217403   | 6,47957E-05 | 0,010527427 | F1M6K7_RAT | upregulated   |
| NM_012912    | 3,493249888  | 11,26089733  | 6,94398E-05 | 0,011098508 | Atf3       | upregulated   |
| NM_001034128 | 0,836634156  | 1,785878777  | 7,32052E-05 | 0,01151313  | Pald       | upregulated   |
| NM_019328    | 1,042972108  | 2,060468071  | 0,000074488 | 0,011598219 | Nr4a2      | upregulated   |
| NM_021693    | 2,455422853  | 5,484738558  | 7,49262E-05 | 0,011598219 | Sik1       | upregulated   |
| NM_019905    | 1,532900698  | 2,893670591  | 7,58679E-05 | 0,011652238 | Anxa2      | upregulated   |
| NM_199397    | 1,058453501  | 2,082697774  | 0,000079282 | 0,011912188 | Panx1      | upregulated   |
| NM_001006958 | 0,673506245  | 1,594944524  | 7,93782E-05 | 0,011912188 | Sdad1      | upregulated   |
| NM_001108227 | 1,741083748  | 3,342861881  | 8,41474E-05 | 0,012532231 | Wnt10a     | upregulated   |
| NM_001107113 | 1,271884858  | 2,414768451  | 8,57599E-05 | 0,012629857 | Bach1      | upregulated   |
| NM_001037179 | 0,959156201  | 1,94417246   | 8,66626E-05 | 0,012629857 | Lrrc8c     | upregulated   |
| NM_001002851 | -0,579207078 | -1,494027888 | 8,91972E-05 | 0,012826052 | Nenf       | downregulated |
| NM_001007641 | 0,734859518  | 1,664235407  | 8,93824E-05 | 0,012826052 | Rnd3       | upregulated   |
| NM_001109536 | 3,263203972  | 9,601128392  | 9,26107E-05 | 0,013192993 | Ptx3       | upregulated   |
| NM_178104    | 0,844961617  | 1,796216957  | 9,66626E-05 | 0,013573506 | Cpg1       | upregulated   |
| NM_001105716 | 1,935451928  | 3,824979267  | 9,75892E-05 | 0,013606428 | Crabp1     | upregulated   |
| NM_138894    | 1,739227956  | 3,338564599  | 0,000104813 | 0,014309144 | Grasp      | upregulated   |
| NM_021597    | 1,192926294  | 2,28615987   | 0,000106654 | 0,014360971 | Eif2c2     | upregulated   |
| NM_024486    | 0,974794113  | 1,965360701  | 0,000108455 | 0,014406146 | Acvr1      | upregulated   |
| NM_001085353 | 0,713087316  | 1,639308428  | 0,000110235 | 0,014544384 | WLS_RAT    | upregulated   |
| NM_012945    | 2,800548178  | 6,967051259  | 0,000116799 | 0,015106276 | Hbegf      | upregulated   |
| NM_001004090 | 0,784924009  | 1,723001561  | 0,000118095 | 0,01516392  | Tspan5     | upregulated   |
| NM_001109247 | 1,260671881  | 2,396073031  | 0,000118788 | 0,01516392  | Arhgap25   | upregulated   |
| NM_001134597 | 0,592210621  | 1,507554983  | 0,0001226   | 0,015549648 | Fam135a    | upregulated   |
| NM_178094    | 1,428467424  | 2,691606339  | 0,000123423 | 0,015553701 | Itpkc      | upregulated   |
| NM_199408    | 0,825849567  | 1,772578557  | 0,000131829 | 0,016507179 | WLS_RAT    | upregulated   |
| NM_001100900 | 0,570175882  | 1,484704563  | 0,000133967 | 0,016668648 | Ss18       | upregulated   |
| NM_001107834 | 1,097241269  | 2,139451937  | 0,000137063 | 0,016946697 | Pbx3       | upregulated   |
| NM_001008320 | 1,014052996  | 2,01957678   | 0,000138796 | 0,017053672 | Rhoj       | upregulated   |
| NM_001105769 | 0,491214235  | 1,405627415  | 0,000139731 | 0,017061937 | Tbc1d24    | upregulated   |
| NM_019274    | 0,806965835  | 1,749528099  | 0,000142852 | 0,017335397 | COLQ_RAT   | upregulated   |
| NM_031514    | 1,039943982  | 2,056147814  | 0,000151599 | 0,0181725   | Jak2       | upregulated   |
| NM_138827    | 0,860034502  | 1,815081718  | 0,000158203 | 0,018759702 | Slc2a1     | upregulated   |
| NM_001011922 | 0,864897146  | 1,821209823  | 0,000158406 | 0,018759702 | Nedd9      | upregulated   |
| NM_001003403 | 2,261426147  | 4,794652132  | 0,000160718 | 0,018919467 | Apold1     | upregulated   |
| NM_134382    | 0,401087316  | 1,320502759  | 0,000165241 | 0,019221703 | Elovl5     | upregulated   |
| NM_012924    | 2,517465483  | 5,725753187  | 0,00016764  | 0,019338361 | Cd44       | upregulated   |
| NM_001134559 | 0,799862633  | 1,740935354  | 0,000168774 | 0,019338361 | RGD1308907 | upregulated   |
| NM_001107807 | 1,223375786  | 2,334924314  | 0,00017542  | 0,019902156 | Pmepa1     | upregulated   |
| NM_001113521 | 0,733903473  | 1,663132917  | 0,000176152 | 0,019902156 | Arhgef7    | upregulated   |
| NM_019372    | 1,716107901  | 3,28548852   | 0,000181462 | 0,020336015 | Pdp1       | upregulated   |
| NM_199093    | 1,524405387  | 2,87668128   | 0,00018413  | 0,020336015 | Serping1   | upregulated   |
| NM_019346    | 0,903805273  | 1,870994443  | 0,000187356 | 0,020563961 | Slc14a1    | upregulated   |
| NM_001108004 | 1,306830824  | 2,473974833  | 0,00018928  | 0,020563961 | Dnajb5     | upregulated   |
| NM_031548    | 2,040170846  | 4,112942337  | 0,000194166 | 0,020886588 | Scnn1a     | upregulated   |
| NM_001110333 | 1,374295067  | 2,592412089  | 0,000194427 | 0,020886588 | Vegfa      | upregulated   |

Supplementary File

|              |              |              |             |             |            |               |
|--------------|--------------|--------------|-------------|-------------|------------|---------------|
| NM_001103352 | -0,52205741  | -1,436001653 | 0,0001987   | 0,021229596 | Kifc3      | downregulated |
| NM_001107197 | 1,516826875  | 2,861609622  | 0,000200334 | 0,021288428 | Igsf9      | upregulated   |
| NM_012825    | 0,520143037  | 1,434097425  | 0,000202767 | 0,021431122 | Aqp4       | upregulated   |
| NM_134350    | -0,712547272 | -1,6386949   | 0,000204113 | 0,021434194 | Mx2        | downregulated |
| NM_001108733 | 1,161034146  | 2,236176627  | 0,000204976 | 0,021434194 | Dot1l      | upregulated   |
| NM_001009704 | -0,669964932 | -1,591034293 | 0,000210207 | 0,021749812 | Sipa1l2    | downregulated |
| NM_030839    | -0,424936753 | -1,342513647 | 0,000211825 | 0,021802426 | Syt13      | downregulated |
| NM_001003711 | -0,674449306 | -1,595987449 | 0,000216588 | 0,022176526 | Jph4       | downregulated |
| NM_031834    | -0,693651654 | -1,617372127 | 0,000221286 | 0,02231159  | Sult1a1    | downregulated |
| NM_012488    | 0,789826668  | 1,728866736  | 0,000230416 | 0,023110923 | A2m        | upregulated   |
| NM_001034006 | 1,09655059   | 2,138427937  | 0,000236707 | 0,023513066 | Acap2      | upregulated   |
| NM_001129880 | 0,911730862  | 1,881301222  | 0,000238013 | 0,023513066 | LOC683626  | upregulated   |
| NM_001007144 | 1,241367095  | 2,364224596  | 0,000243215 | 0,023670089 | Adfp       | upregulated   |
| NM_031836    | 1,290396574  | 2,445952816  | 0,000247487 | 0,023967263 | Vegfa      | upregulated   |
| NM_001025051 | 2,074712305  | 4,212604004  | 0,000258647 | 0,024546887 | Fam110c    | upregulated   |
| NM_052801    | 0,665548938  | 1,586171688  | 0,000259187 | 0,024546887 | Vhl        | upregulated   |
| NM_001009405 | 0,898774572  | 1,864481616  | 0,000260349 | 0,024546887 | Arhgap29   | upregulated   |
| NM_001107253 | 0,532122105  | 1,446054679  | 0,000262221 | 0,024546887 | Kctd6      | upregulated   |
| NM_145721    | -0,44414302  | -1,360505718 | 0,000263848 | 0,024546887 | Cdk5rap1   | downregulated |
| NM_012853    | 1,052836355  | 2,074604537  | 0,000264542 | 0,024546887 | Htr4       | upregulated   |
| NM_022199    | 1,795913694  | 3,472353179  | 0,000265039 | 0,024546887 | Dusp4      | upregulated   |
| NM_001107204 | 1,125782515  | 2,182198764  | 0,000267208 | 0,024546887 | Lrrc8b     | upregulated   |
| NM_001107979 | 1,537243946  | 2,902395141  | 0,000269324 | 0,024548875 | Fhl3       | upregulated   |
| NM_133306    | 1,720518502  | 3,29554827   | 0,000269939 | 0,024548875 | Olr1       | upregulated   |
| NM_053794    | 0,411821772  | 1,33036468   | 0,000270975 | 0,024548875 | WNK1_RAT   | upregulated   |
| NM_012643    | 1,304075429  | 2,469254312  | 0,000274157 | 0,024723193 | F1MAG5_RAT | upregulated   |
| NM_012892    | -0,642617578 | -1,561159106 | 0,000275924 | 0,024768926 | Accn1      | downregulated |
| NM_001107272 | -0,535066064 | -1,449008506 | 0,000277463 | 0,02479383  | Pnma2      | downregulated |
| NM_001106132 | 3,361311605  | 10,27674589  | 0,000280137 | 0,02491953  | Loxhd1     | upregulated   |
| NM_001109571 | -0,563254964 | -1,477599173 | 0,000281442 | 0,024922826 | Polr3gl    | downregulated |
| NM_001001504 | -0,7588936   | -1,692192388 | 0,00028627  | 0,025124004 | F1M710_RAT | downregulated |
| NM_001009692 | -0,334235915 | -1,260709531 | 0,000289463 | 0,025291348 | Sh3glb2    | downregulated |
| NM_001108834 | 0,842548463  | 1,793214988  | 0,00029715  | 0,025848095 | Stac2      | upregulated   |
| NM_001100722 | 1,240566887  | 2,362913614  | 0,000323589 | 0,027602868 | Lingo1     | upregulated   |
| NM_001107335 | -0,515295014 | -1,429286382 | 0,00032423  | 0,027602868 | Dapk1      | downregulated |
| NM_022259    | 0,761708313  | 1,695497095  | 0,000324343 | 0,027602868 | Cd244      | upregulated   |
| NM_203338    | 0,673979746  | 1,59546808   | 0,000329026 | 0,027761267 | Vkorc1l1   | upregulated   |
| NM_001031813 | -0,956264616 | -1,94027967  | 0,000329296 | 0,027761267 | ARHL1_RAT  | downregulated |
| NM_001108601 | -0,486348366 | -1,400894552 | 0,000330441 | 0,027761267 | Dhx35      | downregulated |
| NM_013000    | 0,589933244  | 1,505177098  | 0,000338851 | 0,028346713 | Pam        | upregulated   |
| NM_021688    | 0,92792866   | 1,902542471  | 0,000343106 | 0,02858103  | Kcnk1      | upregulated   |
| NM_001013127 | 1,771786121  | 3,414764583  | 0,000346181 | 0,028664319 | Tagln2     | upregulated   |
| NM_013047    | -1,005689346 | -2,007902681 | 0,000347022 | 0,028664319 | Trhr       | downregulated |
| NM_001107352 | 0,882518364  | 1,84359066   | 0,000354593 | 0,029004752 | Hist1h2bh  | upregulated   |
| NM_001098724 | 0,975745177  | 1,966656747  | 0,000356238 | 0,029004752 | Necab3     | upregulated   |
| NM_024400    | 3,237505823  | 9,431621502  | 0,000356376 | 0,029004752 | Adamts1    | upregulated   |

Supplementary File

|              |              |              |             |             |            |               |
|--------------|--------------|--------------|-------------|-------------|------------|---------------|
| NM_013044    | 0,613575228  | 1,530046213  | 0,000357045 | 0,029004752 | Tmod1      | upregulated   |
| NM_001105857 | 0,712657391  | 1,638819985  | 0,000360503 | 0,029165107 | Pycr1      | upregulated   |
| NM_001033066 | 1,002621222  | 2,003637088  | 0,000362436 | 0,029201337 | Ddhd1      | upregulated   |
| NM_001012072 | 0,582980131  | 1,497940304  | 0,00036737  | 0,029321763 | Ppp1r3c    | upregulated   |
| NM_001014127 | -0,424847166 | -1,342430283 | 0,000376648 | 0,029618102 | Snmp35     | downregulated |
| NM_130420    | 0,746105611  | 1,677259146  | 0,000379694 | 0,029738681 | Trim9      | upregulated   |
| NM_013134    | 0,72352497   | 1,651211553  | 0,0003856   | 0,030081391 | Hmgcr      | upregulated   |
| NM_017325    | 1,968411354  | 3,913369548  | 0,000393521 | 0,030510482 | Runx1      | upregulated   |
| NM_031040    | 0,368735303  | 1,291220424  | 0,000395584 | 0,030510482 | Grm7       | upregulated   |
| NM_001017487 | 0,522192966  | 1,436136587  | 0,000396334 | 0,030510482 | Bri3bp     | upregulated   |
| NM_053490    | 0,408506474  | 1,327311026  | 0,000397612 | 0,030510482 | Xpo1       | upregulated   |
| NM_001108052 | 0,840608712  | 1,790805572  | 0,00039886  | 0,030510482 | Rin3       | upregulated   |
| NM_001191763 | -1,008684278 | -2,012075273 | 0,000406619 | 0,030983451 | Mycl1      | downregulated |
| NM_001047102 | 0,520106208  | 1,434060816  | 0,000414309 | 0,031206521 | Cadm2      | upregulated   |
| NM_001108934 | -0,693197462 | -1,616863023 | 0,000418162 | 0,031222978 | Mblac2     | downregulated |
| NM_001012176 | -0,891580676 | -1,855207652 | 0,000419739 | 0,031222978 | Rsph1      | downregulated |
| NM_012771    | 0,957939998  | 1,942534199  | 0,000427442 | 0,031590518 | Lyz2       | upregulated   |
| NM_013083    | 0,374911478  | 1,296759985  | 0,000436091 | 0,031789484 | Hspa5      | upregulated   |
| NM_001011997 | 0,686018307  | 1,608837157  | 0,000439784 | 0,031789484 | Tmod3      | upregulated   |
| NM_022685    | 0,978952985  | 1,97103444   | 0,000439836 | 0,031789484 | Rem2       | upregulated   |
| NM_012620    | 2,565562338  | 5,919857046  | 0,000446452 | 0,032044216 | Serpine1   | upregulated   |
| NM_001005384 | 2,524238341  | 5,752696427  | 0,000449415 | 0,03212747  | Osmr       | upregulated   |
| NM_001107242 | 0,404151889  | 1,323310752  | 0,000453966 | 0,032335198 | Pex13      | upregulated   |
| NM_001024897 | 1,152270701  | 2,222634463  | 0,00045711  | 0,032424394 | Ehd2       | upregulated   |
| NM_001191883 | -0,348763251 | -1,27346848  | 0,000458962 | 0,032424394 | Pcbp4      | downregulated |
| NM_053326    | 0,64458559   | 1,563290171  | 0,000460166 | 0,032424394 | Pdlim5     | upregulated   |
| NM_031530    | 6,409403507  | 85,00074065  | 0,000463025 | 0,032509327 | Ccl2       | upregulated   |
| NM_031531    | 7,072236015  | 134,5721456  | 0,000470057 | 0,032885608 | Serpina3n  | upregulated   |
| NM_017086    | 2,086028507  | 4,24577673   | 0,00047293  | 0,032969271 | Egr3       | upregulated   |
| NM_031653    | 1,244111076  | 2,368725589  | 0,000478067 | 0,033209625 | Ncan       | upregulated   |
| NM_001044276 | 2,149042053  | 4,435331856  | 0,000482164 | 0,033376253 | Rprm       | upregulated   |
| NM_001108620 | 0,444080421  | 1,360446686  | 0,000485127 | 0,033463543 | Nup205     | upregulated   |
| NM_001047089 | 0,765139749  | 1,699534618  | 0,000492256 | 0,033698344 | Spred1     | upregulated   |
| NM_001135798 | -0,391975359 | -1,312188843 | 0,000495387 | 0,033698344 | Adck5      | downregulated |
| NM_001134854 | 0,593159026  | 1,508546352  | 0,000507563 | 0,034387068 | Smox       | upregulated   |
| NM_017053    | 0,772949969  | 1,708760222  | 0,00051076  | 0,034387068 | Tacr3      | upregulated   |
| NM_017049    | -0,43708226  | -1,353863472 | 0,000517681 | 0,034734076 | Slc4a3     | downregulated |
| NM_001134545 | 1,594469558  | 3,019834651  | 0,000523818 | 0,035026313 | RGD1565772 | upregulated   |
| NM_001004446 | -0,521756114 | -1,435701786 | 0,000527711 | 0,035041653 | Smarca2    | downregulated |
| NM_001007612 | 6,375265425  | 83,01300273  | 0,000528575 | 0,035041653 | Ccl7       | upregulated   |
| NM_001077640 | 2,266859541  | 4,812743518  | 0,000534742 | 0,035041653 | Gadd45g    | upregulated   |
| NM_057134    | -0,820950172 | -1,766569088 | 0,00054129  | 0,035179544 | Chrd       | downregulated |
| NM_001013149 | -0,470091954 | -1,385197754 | 0,000542015 | 0,035179544 | Mesdc1     | downregulated |
| NM_001191830 | -0,873208989 | -1,831732698 | 0,000543519 | 0,035179544 | Dusp23     | downregulated |
| NM_139087    | 0,99488987   | 1,992928387  | 0,000555842 | 0,035655393 | Cgref1     | upregulated   |
| NM_001110336 | 1,281957234  | 2,431686482  | 0,000563853 | 0,035655393 | Vegfa      | upregulated   |

Supplementary File

|              |              |              |             |             |              |               |
|--------------|--------------|--------------|-------------|-------------|--------------|---------------|
| NM_001142366 | 0,50384402   | 1,417986719  | 0,000565699 | 0,035655393 | Aqp4         | upregulated   |
| NM_001012046 | 0,906820711  | 1,874909177  | 0,000577605 | 0,036162857 | Spry2        | upregulated   |
| NM_053522    | 0,948018781  | 1,929221483  | 0,000585235 | 0,036252502 | Rhoq         | upregulated   |
| NM_031517    | 1,107232723  | 2,154320241  | 0,000590156 | 0,036252502 | Met          | upregulated   |
| NM_001100889 | -0,57780622  | -1,492577889 | 0,000591515 | 0,036252502 | Shroom3      | downregulated |
| NM_001106900 | -0,595810279 | -1,511321169 | 0,000591945 | 0,036252502 | D3ZUG7_RAT   | downregulated |
| NM_001012121 | 0,787701193  | 1,726321529  | 0,00059756  | 0,036482709 | Prr5         | upregulated   |
| NM_001109585 | 1,843908517  | 3,589812562  | 0,000606083 | 0,036785473 | Trim47       | upregulated   |
| NM_001109677 | -0,8680551   | -1,825200684 | 0,000606261 | 0,036785473 | LOC100125361 | downregulated |
| NM_012870    | 0,598585897  | 1,514231617  | 0,000620093 | 0,037508961 | Tnfrsf11b    | upregulated   |
| NM_053802    | 1,360693841  | 2,568086578  | 0,000639611 | 0,038242741 | Tgfb         | upregulated   |
| NM_001109344 | 1,839771552  | 3,579533428  | 0,000651103 | 0,038787996 | RGD1562846   | upregulated   |
| NM_001110334 | 1,292372731  | 2,449305499  | 0,000662388 | 0,039341052 | Vegfa        | upregulated   |
| NM_012717    | 0,605543332  | 1,521551676  | 0,000665222 | 0,039390346 | Calcl        | upregulated   |
| NM_017275    | -0,404374373 | -1,323514841 | 0,000668019 | 0,039437217 | Pnck         | downregulated |
| NM_001014071 | 0,969954249  | 1,958778477  | 0,000680221 | 0,039849658 | Errfi1       | upregulated   |
| NM_001044245 | 0,429878594  | 1,347120209  | 0,000687746 | 0,040049091 | Asap1        | upregulated   |
| NM_031756    | 0,414580282  | 1,332910841  | 0,00068857  | 0,040049091 | Ggcx         | upregulated   |
| NM_001012089 | 2,700230768  | 6,499058652  | 0,000693351 | 0,04004952  | Dusp2        | upregulated   |
| NM_022251    | 1,111617584  | 2,160877943  | 0,000693917 | 0,04004952  | Enpep        | upregulated   |
| NM_144750    | 3,001097609  | 8,006088754  | 0,000703176 | 0,040096473 | Aspg         | upregulated   |
| NM_017061    | 2,958914691  | 7,775388119  | 0,0007033   | 0,040096473 | Lox          | upregulated   |
| NM_001013179 | -0,644790463 | -1,563512185 | 0,000705702 | 0,040096473 | Hes6         | downregulated |
| NM_198752    | -0,32612126  | -1,253638385 | 0,000708317 | 0,040096473 | KIFC2        | downregulated |
| NM_001110099 | 1,327821008  | 2,510232525  | 0,000709359 | 0,040096473 | F1MAG5_RAT   | upregulated   |
| NM_134408    | 0,941300865  | 1,920258938  | 0,00070978  | 0,040096473 | Lphn2        | upregulated   |
| NM_001030025 | 1,464879162  | 2,760403489  | 0,000727119 | 0,040934617 | Upp1         | upregulated   |
| NM_001168630 | 0,55554126   | 1,469719929  | 0,000735335 | 0,041068065 | Cdh9         | upregulated   |
| NM_001017479 | 1,602741309  | 3,037198727  | 0,000740467 | 0,041121024 | Tmem100      | upregulated   |
| NM_001047094 | 1,130181401  | 2,188862608  | 0,000744749 | 0,041242307 | Spred2       | upregulated   |
| NM_053894    | -0,665481584 | -1,586097638 | 0,000753799 | 0,041626199 | Jdp2         | downregulated |
| NM_013179    | 1,103641674  | 2,148964536  | 0,00075921  | 0,041807585 | Hcrt         | upregulated   |
| NM_001011901 | 0,390350964  | 1,310712222  | 0,00077358  | 0,042479909 | Hsph1        | upregulated   |
| NM_001108885 | -1,565879284 | -2,960578861 | 0,000776186 | 0,042504298 | D3ZYQ7_RAT   | downregulated |
| NM_133572    | -0,575930018 | -1,490638078 | 0,000785487 | 0,042775335 | Cdc25b       | downregulated |
| NM_001108056 | 0,331895959  | 1,2586664    | 0,000793706 | 0,042984732 | Papola       | upregulated   |
| NM_001108073 | -0,642299084 | -1,560814498 | 0,000800263 | 0,043220808 | Tjp3         | downregulated |
| NM_021838    | 0,813125657  | 1,757013963  | 0,000802536 | 0,043224816 | Nos3         | upregulated   |
| NM_133296    | 1,163181158  | 2,239506973  | 0,000805535 | 0,043267768 | Slc6a20      | upregulated   |
| NM_001106262 | -0,642036013 | -1,560529914 | 0,000809867 | 0,043365009 | Otog         | downregulated |
| NM_057135    | 1,030882637  | 2,043273939  | 0,000816771 | 0,043514619 | Pfkfb3       | upregulated   |
| NM_001103354 | 0,861670561  | 1,817141242  | 0,000841537 | 0,044592374 | LOC100125362 | upregulated   |
| NM_053903    | 1,949417159  | 3,862184698  | 0,000849364 | 0,044886141 | Efna5        | upregulated   |
| NM_031148    | 0,917878453  | 1,889334899  | 0,000871114 | 0,045405046 | Slc20a1      | upregulated   |
| NM_030847    | 1,724720493  | 3,305160871  | 0,000873041 | 0,045405046 | Emp3         | upregulated   |
| NM_053485    | 1,56608851   | 2,96100825   | 0,000882373 | 0,0457693   | S100a6       | upregulated   |

Supplementary File

|              |              |              |             |             |            |               |
|--------------|--------------|--------------|-------------|-------------|------------|---------------|
| NM_024483    | -0,446491567 | -1,362722273 | 0,000905544 | 0,046298413 | Adra1d     | downregulated |
| NM_001108022 | 0,755987707  | 1,688787385  | 0,000905691 | 0,046298413 | RGD1304624 | upregulated   |
| NM_001012743 | -0,6565181   | -1,576273742 | 0,000906704 | 0,046298413 | Pip5k1b    | downregulated |
| NM_001106399 | -0,825424155 | -1,772055949 | 0,000914821 | 0,046591888 | Spata9     | downregulated |
| NM_001106569 | 0,791455537  | 1,730819808  | 0,00092915  | 0,04698645  | Psmc5      | upregulated   |
| NM_019239    | -0,312053757 | -1,241473749 | 0,000929698 | 0,04698645  | Mgat3      | downregulated |
| NM_024388    | 1,122910628  | 2,177859113  | 0,00094092  | 0,047308281 | Nr4a1      | upregulated   |
| NM_001024290 | 0,482290452  | 1,396959748  | 0,000944744 | 0,047379369 | Gal3st3    | upregulated   |
| NM_001107437 | -0,371118059 | -1,293354766 | 0,000952532 | 0,047485759 | Jph3       | downregulated |
| NM_001134463 | -0,464114754 | -1,379470642 | 0,000954558 | 0,047485759 | RGD1310453 | downregulated |
| NM_001025022 | 0,781583002  | 1,719016034  | 0,00095736  | 0,047485759 | RGD1308059 | upregulated   |
| NM_001108743 | 0,954878926  | 1,938416952  | 0,000959117 | 0,047485759 | Elk3       | upregulated   |
| NM_001106275 | 0,687130214  | 1,61007759   | 0,000963328 | 0,047485759 | Abhd2      | upregulated   |
| NM_001004245 | 0,860347955  | 1,815476122  | 0,000963773 | 0,047485759 | Esam       | upregulated   |
| NM_030833    | 0,783518605  | 1,721323914  | 0,000971807 | 0,047640068 | Ifitm2     | upregulated   |
| NM_001112742 | 0,458832133  | 1,374428762  | 0,000974175 | 0,047640068 | Gria3      | upregulated   |
| NM_001134963 | -1,175364907 | -2,258499989 | 0,000988459 | 0,048151101 | Crispld1   | downregulated |
| NM_001008776 | 1,842819575  | 3,587104004  | 0,000989524 | 0,048151101 | Serpina11  | upregulated   |

Supplementary Table 2: List of genes with altered expression levels in the TBI model of epilepsy

| Name         | logFC        | directedFC   | PValue      | adj.p.value | Gene_id  | Direction     |
|--------------|--------------|--------------|-------------|-------------|----------|---------------|
| NM_053329    | -1,821686121 | -3,534940962 | 8,58989E-14 | 1,52239E-09 | Igfals   | downregulated |
| NM_001127635 | -2,63863347  | -6,227415196 | 5,22527E-13 | 4,63038E-09 | Zfp9     | downregulated |
| NM_031832    | 1,906780313  | 3,749713353  | 1,06437E-10 | 3,77275E-07 | Lgals3   | upregulated   |
| NM_133298    | 1,205121667  | 2,305567121  | 2,36999E-10 | 0,000000659 | Gpnmf    | upregulated   |
| NM_001108629 | -2,761326217 | -6,780192417 | 2,60279E-10 | 0,000000659 | Ggct     | downregulated |
| NM_001108916 | -3,801119765 | -13,93962422 | 1,12393E-09 | 0,000001245 | Bnc1     | downregulated |
| NM_031140    | 1,178294784  | 2,263091293  | 1,25135E-09 | 1,30457E-06 | Vim      | upregulated   |
| NM_199093    | 1,491757363  | 2,812313377  | 2,05235E-09 | 2,02077E-06 | Serping1 | upregulated   |
| NM_022931    | -0,88298823  | -1,844191191 | 4,33701E-09 | 4,04552E-06 | Rims3    | downregulated |
| NM_001007149 | -0,78898214  | -1,727854984 | 0,00000001  | 8,44718E-06 | Stau2    | downregulated |
| NM_001107702 | 1,542316401  | 2,912617802  | 0,000000012 | 9,6805E-06  | Fcrl2    | upregulated   |
| NM_033237    | 1,547873322  | 2,923858151  | 1,41229E-08 | 1,04292E-05 | Gal      | upregulated   |
| NM_001100970 | 0,934946457  | 1,91181968   | 1,94447E-08 | 1,37847E-05 | Aebp1    | upregulated   |
| NM_013069    | 0,814567731  | 1,758771099  | 2,25341E-08 | 1,53605E-05 | Cd74     | upregulated   |
| NM_017024    | 0,932275915  | 1,908284025  | 4,7875E-08  | 3,14255E-05 | Lcat     | upregulated   |
| NM_133624    | 1,239533604  | 2,36122186   | 8,42996E-08 | 5,33586E-05 | Gbp2     | upregulated   |
| NM_012618    | 1,15806293   | 2,231575984  | 9,51216E-08 | 5,81324E-05 | S100a4   | upregulated   |
| NM_031823    | 1,586251898  | 3,002682426  | 1,1347E-07  | 6,70342E-05 | Wfs1     | upregulated   |
| NM_001008884 | 0,977293471  | 1,968768488  | 1,20571E-07 | 6,89316E-05 | RT1-Db1  | upregulated   |
| NM_017347    | -1,172720159 | -2,254363501 | 3,74602E-07 | 0,000207471 | Mapk3    | downregulated |

Supplementary File

|              |              |              |             |             |            |               |
|--------------|--------------|--------------|-------------|-------------|------------|---------------|
| NM_017062    | 0,685808276  | 1,608602955  | 4,34936E-07 | 0,000233587 | Pdlim4     | upregulated   |
| NM_134378    | 1,150771699  | 2,220326281  | 5,27711E-07 | 0,000275077 | Sulf1      | upregulated   |
| NM_017009    | 0,789591491  | 1,728584933  | 6,34787E-07 | 0,000321438 | Gfap       | upregulated   |
| NM_001079942 | 0,842867316  | 1,793611354  | 6,75497E-07 | 0,000332551 | Sema3b     | upregulated   |
| NM_031648    | 0,59701181   | 1,51258038   | 8,0821E-07  | 0,000383319 | Fxyd1      | upregulated   |
| NM_001101017 | 1,465422234  | 2,761442781  | 9,24307E-07 | 0,000420039 | RT1-Bb     | upregulated   |
| NM_001024687 | 0,70577584   | 1,631021546  | 1,14409E-06 | 0,000506918 | Mrc2       | upregulated   |
| NM_013179    | 1,028834607  | 2,040375393  | 1,24827E-06 | 0,000539588 | Hcrt       | upregulated   |
| NM_080394    | -0,56248843  | -1,476814302 | 1,97313E-06 | 0,000832615 | Reln       | downregulated |
| NM_001271051 | 1,274414591  | 2,419006408  | 2,79008E-06 | 0,001149969 | RGD1305645 | upregulated   |
| NM_013058    | 0,669175594  | 1,590164033  | 3,45185E-06 | 0,001364817 | Id3        | upregulated   |
| NM_012705    | 0,667435429  | 1,588247149  | 3,46537E-06 | 0,001364817 | Cd4        | upregulated   |
| NM_012881    | 1,429307782  | 2,693174633  | 4,32592E-06 | 0,001639027 | Spp1       | upregulated   |
| NM_001106019 | -0,655706061 | -1,575386766 | 4,34657E-06 | 0,001639027 | RGD1560813 | downregulated |
| NM_001136124 | 1,001346636  | 2,001867705  | 4,60571E-06 | 0,001700564 | Ifitm3     | upregulated   |
| NM_001004095 | 1,143098062  | 2,208547807  | 6,24308E-06 | 0,002145193 | S100a11    | upregulated   |
| NM_144750    | 1,052860409  | 2,074639127  | 6,34709E-06 | 0,002145193 | Aspg       | upregulated   |
| NM_012488    | 0,757005889  | 1,689979667  | 6,41512E-06 | 0,002145193 | A2m        | upregulated   |
| NM_001102381 | 2,350448428  | 5,099827425  | 7,65562E-06 | 0,002512602 | Nts        | upregulated   |
| NM_030868    | 0,909758855  | 1,878731444  | 0,000012865 | 0,004145573 | Nov        | upregulated   |
| NM_199101    | 1,010614038  | 2,014768441  | 1,37777E-05 | 0,00436039  | Plekha4    | upregulated   |
| NM_012532    | 1,137433524  | 2,199893259  | 1,82254E-05 | 0,005666823 | Cp         | upregulated   |
| NM_001009353 | 0,565478574  | 1,479878336  | 1,97525E-05 | 0,005890488 | Pla2g7     | upregulated   |
| NM_001011889 | 0,619307414  | 1,53613756   | 2,01001E-05 | 0,005890488 | Cldn9      | upregulated   |
| NM_001013086 | 0,824325858  | 1,77070743   | 2,08807E-05 | 0,005890488 | Capg       | upregulated   |
| NM_001108696 | 0,653116663  | 1,572561744  | 2,12713E-05 | 0,005890488 | Tp73       | upregulated   |
| NM_203410    | 0,464038475  | 1,379397708  | 2,21171E-05 | 0,006030473 | Ifi27      | upregulated   |
| NM_022270    | 0,794281246  | 1,73421317   | 2,29377E-05 | 0,006159478 | Slc22a4    | upregulated   |
| NM_001025767 | 0,576702271  | 1,491436207  | 2,54463E-05 | 0,006666231 | Blnk       | upregulated   |
| NM_019363    | 0,668032588  | 1,58890469   | 2,57667E-05 | 0,006666231 | Aox1       | upregulated   |
| NM_012515    | 0,669803984  | 1,590856806  | 2,59533E-05 | 0,006666231 | Tspo       | upregulated   |
| NM_001134971 | 0,434957022  | 1,35187056   | 2,70037E-05 | 0,006836947 | Man2b2     | upregulated   |
| NM_139193    | 0,99672608   | 1,995466529  | 2,81889E-05 | 0,00703651  | Prhr       | upregulated   |
| NM_212525    | 0,551512358  | 1,465621282  | 2,93842E-05 | 0,007233005 | Tyrobp     | upregulated   |
| NM_130427    | 0,794760067  | 1,73478884   | 2,99202E-05 | 0,007264063 | Eya2       | upregulated   |
| NM_001013433 | 0,819627201  | 1,764949862  | 3,66853E-05 | 0,00866898  | Arl11      | upregulated   |
| NM_017007    | -0,47238075  | -1,387397077 | 3,86291E-05 | 0,009008195 | Gad1       | downregulated |
| NM_031970    | 0,646103232  | 1,564935538  | 3,93525E-05 | 0,009057724 | Hspb1      | upregulated   |
| NM_053485    | 1,132125944  | 2,191814865  | 4,29755E-05 | 0,0097648   | S100a6     | upregulated   |
| NM_030863    | 0,569430399  | 1,48393757   | 4,55562E-05 | 0,010220156 | Msn        | upregulated   |
| NM_012563    | -0,466077103 | -1,38134827  | 4,75884E-05 | 0,010542607 | Gad2       | downregulated |
| NM_138900    | 0,777590297  | 1,714265179  | 4,83964E-05 | 0,010589248 | C1s        | upregulated   |
| NM_031504    | 0,727112582  | 1,655322802  | 5,04823E-05 | 0,010910941 | C4b        | upregulated   |
| NM_001108603 | -0,639448257 | -1,557733307 | 5,15173E-05 | 0,010942154 | Ptptr      | downregulated |
| NM_001109150 | 0,474529631  | 1,389465132  | 5,71947E-05 | 0,011925429 | Fam181b    | upregulated   |
| NM_001191862 | 0,621461151  | 1,538432506  | 5,98102E-05 | 0,012325767 | Fln        | upregulated   |

Supplementary File

|              |              |              |             |             |          |               |
|--------------|--------------|--------------|-------------|-------------|----------|---------------|
| NM_139103    | 0,521529716  | 1,435476503  | 6,35605E-05 | 0,012710322 | Cd48     | upregulated   |
| NM_001008847 | 0,615788428  | 1,532395218  | 6,84058E-05 | 0,01332259  | RT1-Da   | upregulated   |
| NM_017356    | -0,533488766 | -1,447425171 | 7,19992E-05 | 0,013819627 | Hpcal1   | downregulated |
| NM_001270594 | 0,553041206  | 1,467175249  | 7,65904E-05 | 0,014440555 | Tmem176b | upregulated   |
| NM_173118    | 0,493281773  | 1,407643275  | 0,000085294 | 0,015601439 | Npc2     | upregulated   |
| NM_134350    | 0,747471766  | 1,678848173  | 8,53885E-05 | 0,015601439 | Mx2      | upregulated   |
| NM_001106033 | 0,457603411  | 1,37325868   | 8,71982E-05 | 0,015695638 | Efs      | upregulated   |
| NM_199499    | 0,440125272  | 1,356722129  | 8,98451E-05 | 0,015923252 | Lgi4     | upregulated   |
| NM_172222    | 0,83468398   | 1,78346633   | 0,00009627  | 0,016892995 | C2       | upregulated   |
| NM_001271143 | 0,578244502  | 1,493031395  | 9,78781E-05 | 0,017006799 | S1pr3    | upregulated   |
| NM_012974    | 0,436542848  | 1,353357367  | 0,00010612  | 0,01810724  | Lamb2    | upregulated   |
| NM_138826    | 0,675921535  | 1,597616939  | 0,000106255 | 0,01810724  | Mt1a     | upregulated   |
| NM_001246183 | 1,232319352  | 2,349443953  | 0,000114385 | 0,019307098 | Lyzl4    | upregulated   |
| NM_030847    | 0,872626543  | 1,83099334   | 0,000116684 | 0,019509266 | Emp3     | upregulated   |
| NM_001270558 | 0,533082566  | 1,447017697  | 0,000120481 | 0,019771094 | Aqp4     | upregulated   |
| NM_134390    | 0,518767657  | 1,432730893  | 0,000130224 | 0,020981501 | Tmem176b | upregulated   |
| NM_134449    | 0,558187233  | 1,47241794   | 0,000133116 | 0,021104833 | Prkcdp   | upregulated   |
| NM_001135761 | 0,651070006  | 1,570332435  | 0,000133371 | 0,021104833 | Crb2     | upregulated   |
| NM_022712    | -0,463809644 | -1,379178935 | 0,000161465 | 0,024662485 | Tfrc     | downregulated |
| NM_031059    | 0,614002295  | 1,530499205  | 0,000165546 | 0,02486415  | Msx1     | upregulated   |
| NM_001107321 | -0,779645066 | -1,716708474 | 0,000168727 | 0,025128935 | Htra4    | downregulated |
| NM_012924    | 0,747799564  | 1,679229672  | 0,000173611 | 0,025463471 | Cd44     | upregulated   |
| NM_012760    | -1,191690098 | -2,284201777 | 0,000173846 | 0,025463471 | Plagl1   | downregulated |
| NM_001108513 | 0,537896222  | 1,451853839  | 0,000178079 | 0,025631877 | Unc93b1  | upregulated   |
| NM_001108227 | 0,685994876  | 1,608811028  | 0,000178535 | 0,025631877 | Wnt10a   | upregulated   |
| NM_012665    | -0,65815078  | -1,5780586   | 0,000193595 | 0,027448636 | Syt2     | downregulated |
| NM_001134545 | 0,659952562  | 1,580030669  | 0,000211945 | 0,029346081 | Ssc5d    | upregulated   |
| NM_001270963 | -0,44847155  | -1,364593784 | 0,000213839 | 0,029378888 | Kcnd3    | downregulated |
| NM_030833    | 0,643641792  | 1,562267815  | 0,000216476 | 0,029512278 | Ifitm2   | upregulated   |
| NM_001191575 | 0,733053263  | 1,662153087  | 0,000221579 | 0,029782651 | Ptpu     | upregulated   |
| NM_001033998 | 0,654474527  | 1,574042535  | 0,000224905 | 0,029782651 | Itgal    | upregulated   |
| NM_183330    | 0,477260878  | 1,392098097  | 0,00022506  | 0,029782651 | Ctsz     | upregulated   |
| NM_012575    | 0,444995101  | 1,361309494  | 0,000236076 | 0,03099244  | Grin2c   | upregulated   |
| NM_001012041 | 0,604426352  | 1,520374098  | 0,000246308 | 0,031632673 | Irf9     | upregulated   |
| NM_012580    | 0,61194716   | 1,528320544  | 0,000251857 | 0,032112684 | Hmox1    | upregulated   |
| NM_001007002 | 0,580983932  | 1,495869098  | 0,000257027 | 0,032537787 | Mxra8    | upregulated   |
| NM_134349    | 0,791161848  | 1,730467502  | 0,000273971 | 0,034436729 | Mgst1    | upregulated   |
| NM_001270593 | 0,50184702   | 1,416025278  | 0,000289165 | 0,036090689 | Tmem176b | upregulated   |
| NM_001109410 | 0,547885033  | 1,461940943  | 0,000299201 | 0,037082134 | Trappc6a | upregulated   |
| NM_001106856 | 0,758151789  | 1,691322513  | 0,000304495 | 0,037393025 | Uba7     | upregulated   |
| NM_019229    | 0,382205146  | 1,303332465  | 0,00030593  | 0,037393025 | Slc12a4  | upregulated   |
| NM_001034011 | 0,689730079  | 1,612981709  | 0,000310926 | 0,037743397 | Sft2d2   | upregulated   |
| NM_172030    | 0,419030722  | 1,337028967  | 0,000313558 | 0,037804019 | Entpd2   | upregulated   |
| NM_024388    | 0,509522023  | 1,423578474  | 0,000322459 | 0,038614502 | Nr4a1    | upregulated   |
| NM_001008830 | 0,45088526   | 1,366878737  | 0,000330546 | 0,039317174 | RT1-A1   | upregulated   |
| NM_001107743 | 0,643838229  | 1,562480548  | 0,000358303 | 0,041456536 | Slc43a3  | upregulated   |

Supplementary File

|              |              |              |             |             |         |               |
|--------------|--------------|--------------|-------------|-------------|---------|---------------|
| NM_013137    | 0,339879926  | 1,265651251  | 0,000363919 | 0,041456536 | Ddr1    | upregulated   |
| NM_001142366 | 0,514831285  | 1,428827037  | 0,000364083 | 0,041456536 | Aqp4    | upregulated   |
| NM_022667    | 0,59741873   | 1,513007071  | 0,000367501 | 0,041456536 | Slco2a1 | upregulated   |
| NM_017125    | 0,400852464  | 1,320287816  | 0,000369223 | 0,041456536 | Cd63    | upregulated   |
| NM_001008560 | -0,518055388 | -1,432023719 | 0,000370082 | 0,041456536 | Prss35  | downregulated |
| NM_173045    | 0,593466153  | 1,508867532  | 0,000372487 | 0,041456536 | Zc3hav1 | upregulated   |
| NM_031776    | -0,442659656 | -1,359107579 | 0,000380542 | 0,041622482 | Gda     | downregulated |
| NM_001012357 | -0,947363037 | -1,928344799 | 0,000382227 | 0,041622482 | Ccl9    | downregulated |
| NM_021578    | 0,493777892  | 1,408127424  | 0,000382806 | 0,041622482 | Tgfb1   | upregulated   |
| NM_001008315 | 0,42481566   | 1,342400966  | 0,000409785 | 0,043764045 | Ltbr    | upregulated   |
| NM_012825    | 0,500647775  | 1,414848691  | 0,000416372 | 0,043764045 | Aqp4    | upregulated   |
| NM_053018    | 0,406751201  | 1,325697119  | 0,000416701 | 0,043764045 | Cd9     | upregulated   |
| NM_001031638 | 0,819272399  | 1,764515861  | 0,000417034 | 0,043764045 | Cd68    | upregulated   |
| NM_001137564 | 0,526774575  | 1,440704617  | 0,000432152 | 0,044648645 | Mt2A    | upregulated   |
| NM_001012039 | 0,559784914  | 1,474049441  | 0,000433658 | 0,044648645 | Efemp1  | upregulated   |
| NM_138524    | 0,686833747  | 1,609746761  | 0,000449665 | 0,045801178 | A3galt2 | upregulated   |
| NM_013107    | 0,537012776  | 1,450965057  | 0,000462616 | 0,046851137 | Bmp6    | upregulated   |
| NM_001007144 | 0,460991547  | 1,376487537  | 0,000482808 | 0,048618237 | Plin2   | upregulated   |
| NM_001005562 | 0,464770572  | 1,380097863  | 0,00050441  | 0,050222772 | Creb3l1 | upregulated   |
| NM_001107276 | -0,674793784 | -1,596368574 | 0,000509851 | 0,050480956 | Piwil2  | downregulated |
| NM_001106210 | 0,399223397  | 1,31879781   | 0,000530424 | 0,05222616  | Rnaset2 | upregulated   |
| NM_022617    | 0,436620394  | 1,353430114  | 0,00053985  | 0,052799617 | Mpeg1   | upregulated   |
| NM_001107432 | -0,534569491 | -1,448509846 | 0,000555255 | 0,053073075 | Cntnap4 | downregulated |
| NM_001008514 | 0,842211435  | 1,792796124  | 0,000557971 | 0,053073075 | Cldn19  | upregulated   |
| NM_019904    | 0,481544896  | 1,396238014  | 0,000558603 | 0,053073075 | Lgals1  | upregulated   |
| NM_013154    | 0,57675467   | 1,491490377  | 0,000567306 | 0,053468842 | Cebpd   | upregulated   |
| NM_001002807 | 0,425367902  | 1,342914916  | 0,000571788 | 0,053468842 | Clic1   | upregulated   |
| NM_012855    | 0,44283061   | 1,359268638  | 0,000595864 | 0,055290541 | Jak3    | upregulated   |
| NM_001004261 | 0,47637561   | 1,391244139  | 0,000607785 | 0,056102976 | Pyroxd2 | upregulated   |
| NM_175763    | 0,448674459  | 1,364785722  | 0,000663277 | 0,06032102  | Igsf1   | upregulated   |
| NM_001108991 | 0,444944933  | 1,361262156  | 0,000663691 | 0,06032102  | Trhde   | upregulated   |
| NM_001024275 | 0,429294271  | 1,346574706  | 0,000684652 | 0,061286334 | Rassf4  | upregulated   |
| NM_001107503 | 0,994190294  | 1,991962232  | 0,000692109 | 0,061639392 | Cd22    | upregulated   |
| NM_001008827 | 0,405081286  | 1,324163516  | 0,00069593  | 0,061669873 | RT1-A1  | upregulated   |
| NM_019289    | 0,41581572   | 1,334052756  | 0,000703586 | 0,06203809  | Arpc1b  | upregulated   |
| NM_080411    | -0,457908619 | -1,373549229 | 0,000709674 | 0,062265136 | Gpr83   | downregulated |
| NM_001107319 | -0,421425494 | -1,339250184 | 0,000740797 | 0,064665429 | Unc5d   | downregulated |
| NM_001191970 | -0,425246687 | -1,342802089 | 0,000751641 | 0,064665429 | Thsd7a  | downregulated |
| NM_001012205 | -0,617105324 | -1,53379463  | 0,000755306 | 0,064665429 | Dpp10   | downregulated |
| NM_001106622 | 0,502471481  | 1,416638328  | 0,000755537 | 0,064665429 | Tapbp1  | upregulated   |
| NM_001130569 | 0,94284664   | 1,922317502  | 0,000764027 | 0,064665429 | Mpped1  | upregulated   |
| NM_001270559 | 0,485245875  | 1,399824414  | 0,000771519 | 0,064803972 | Aqp4    | upregulated   |
| NM_053612    | 0,429838193  | 1,347082484  | 0,000789367 | 0,065680513 | Hspb8   | upregulated   |
| NM_133527    | 0,812205335  | 1,755893489  | 0,000802437 | 0,066456005 | Folr1   | upregulated   |
| NM_198134    | 0,594894033  | 1,510361644  | 0,000809669 | 0,06673953  | Bst2    | upregulated   |
| NM_001100634 | -0,869478832 | -1,827002784 | 0,000826859 | 0,0672221   | Tph1    | downregulated |

Supplementary File

|              |             |             |             |             |          |             |
|--------------|-------------|-------------|-------------|-------------|----------|-------------|
| NM_001127547 | 0,385194638 | 1,306035976 | 0,00083663  | 0,067705887 | Fbln1    | upregulated |
| NM_053021    | 0,371281695 | 1,293501471 | 0,000864157 | 0,069615676 | Clu      | upregulated |
| NM_001009541 | 0,513182159 | 1,427194696 | 0,000908269 | 0,072510172 | Ier2     | upregulated |
| NM_138521    | 0,396987472 | 1,316755488 | 0,000927359 | 0,073533577 | Ppp1r1b  | upregulated |
| NM_001007691 | 0,47802385  | 1,392834506 | 0,000932406 | 0,073533577 | Prss23   | upregulated |
| NM_001271185 | 0,73702391  | 1,666734037 | 0,000933536 | 0,073533577 | Fzd7     | upregulated |
| NM_001039008 | 0,3669374   | 1,289612292 | 0,000943137 | 0,073835006 | Tmem176a | upregulated |
| NM_001136229 | 0,526723089 | 1,440653203 | 0,000945695 | 0,073835006 | Trpm4    | upregulated |
| NM_001114405 | 0,341671641 | 1,267224068 | 0,000960547 | 0,07466567  | Ptp4a3   | upregulated |
| NM_173331    | 0,772340613 | 1,708038641 | 0,000979736 | 0,075824699 | Mapk15   | upregulated |

**Supplementary Table 3: Genes with changes in methylation status in introns common to at least two models of epilepsy**

| Model_1              | Model_2     | Chromosome | Start     | End       | Change of methylat Feature |         | Gene ID                  |
|----------------------|-------------|------------|-----------|-----------|----------------------------|---------|--------------------------|
| amygdala stimulation | TBI         | chr4       | 128910356 | 128911258 | increased                  | introns | Slc25a26                 |
| amygdala stimulation | TBI         | chr5       | 161564360 | 161564871 | increased                  | introns | D4ADI0_RAT               |
| amygdala stimulation | TBI         | chr7       | 21481207  | 21481543  | increased                  | introns | Nuak1                    |
| amygdala stimulation | TBI         | chr8       | 48758435  | 48758606  | increased                  | introns | Bace1;Dscaml1;D3ZL75_RAT |
| amygdala stimulation | TBI         | chr10      | 55230217  | 55230771  | increased                  | introns | Pik3r5                   |
| amygdala stimulation | TBI         | chr10      | 103021764 | 103022737 | increased                  | introns | Slc39a11                 |
| amygdala stimulation | TBI         | chr11      | 84850830  | 84851551  | increased                  | introns | Rtn4r                    |
| amygdala stimulation | TBI         | chr12      | 21647993  | 21648906  | increased                  | introns | F1MAE0_RAT               |
| amygdala stimulation | TBI         | chr16      | 81113554  | 81114091  | increased                  | introns | Dcun1d2                  |
| amygdala stimulation | TBI         | chr19      | 53523019  | 53523987  | increased                  | introns | Chmp1a                   |
| amygdala stimulation | TBI         | chr20      | 13538035  | 13539191  | increased                  | introns | Cabin1                   |
| amygdala stimulation | TBI         | chr1       | 234565077 | 234565786 | decreased                  | introns | D3ZPY1_RAT               |
| amygdala stimulation | TBI         | chr5       | 34475803  | 34476750  | decreased                  | introns | Atp6v0d2                 |
| amygdala stimulation | TBI         | chr13      | 57449201  | 57449643  | decreased                  | introns | Cdc73                    |
| amygdala stimulation | TBI         | chr17      | 32335793  | 32336484  | decreased                  | introns | F1M9Z2_RAT               |
| amygdala stimulation | pilocarpine | chr1       | 206504641 | 206504882 | increased                  | introns | LOC100365083             |
| amygdala stimulation | pilocarpine | chr2       | 217740941 | 217741455 | increased                  | introns | Rwdd3                    |
| amygdala stimulation | pilocarpine | chr3       | 4653515   | 4654341   | increased                  | introns | Notch1                   |
| amygdala stimulation | pilocarpine | chr5       | 79630442  | 79631528  | increased                  | introns | Rgs3                     |
| amygdala stimulation | pilocarpine | chr5       | 169508927 | 169509653 | increased                  | introns | D4ABT6_RAT               |
| amygdala stimulation | pilocarpine | chr11      | 84366659  | 84367506  | increased                  | introns | Sept5                    |
| amygdala stimulation | pilocarpine | chr3       | 15197482  | 15198469  | decreased                  | introns | Lhx6                     |
| amygdala stimulation | pilocarpine | chr7       | 130149173 | 130149656 | decreased                  | introns | F1LNJ1_RAT               |

# Supplementary File

|                      |             |       |           |           |           |         |                                              |
|----------------------|-------------|-------|-----------|-----------|-----------|---------|----------------------------------------------|
| amygdala stimulation | pilocarpine | chr9  | 101471518 | 101472051 | decreased | introns | Efna5                                        |
| TBI                  | pilocarpine | chr5  | 146252645 | 146253331 | increased | introns | LOC100294508                                 |
| TBI                  | pilocarpine | chr6  | 137928118 | 137929266 | increased | introns | Jag2                                         |
| TBI                  | pilocarpine | chr7  | 117943691 | 117944463 | increased | introns | Gtpbp1                                       |
| TBI                  | pilocarpine | chr12 | 1587524   | 1589206   | increased | introns | D3ZXM4_RAT                                   |
| TBI                  | pilocarpine | chr15 | 24338074  | 24338910  | increased | introns | Peli2                                        |
| TBI                  | pilocarpine | chr17 | 18184095  | 18185337  | increased | introns | Auh                                          |
|                      |             |       |           |           |           |         | F1LWE0_RAT; Stk19; F1LY00_RAT; Agpat1; Rdbp; |
|                      |             |       |           |           |           |         | Ppt2; Prrt1; F1LWU4_RAT; F1LTB0_RAT; Fkbp1;  |
|                      |             |       |           |           |           |         | DOM3Z_RAT; Skiv2l; C4b; Cyp21a1; E9PU73_RAT; |
| TBI                  | pilocarpine | chr20 | 4226927   | 4227704   | increased | introns | Rnf5; Atf6b; D3ZWW7_RAT; Egfl8               |
| TBI                  | pilocarpine | chr1  | 160172173 | 160173405 | decreased | introns | ENSRNOT00000024998                           |
|                      |             |       |           |           |           |         | F1M692_RAT; D4A4B0_RAT; F1M3Y7_RAT;          |
|                      |             |       |           |           |           |         | F1M4H3_RAT; Fkbp7; F1LY53_RAT; Plekha3;      |
| TBI                  | pilocarpine | chr3  | 59406827  | 59407165  | decreased | introns | Prkra; D3ZSE6_RAT                            |
| TBI                  | pilocarpine | chr4  | 156521363 | 156522041 | decreased | introns | Ninj2                                        |
| TBI                  | pilocarpine | chr7  | 96447841  | 96449042  | decreased | introns | Trib1                                        |
| TBI                  | pilocarpine | chr8  | 114810658 | 114811627 | decreased | introns | Klhl18                                       |
| TBI                  | pilocarpine | chr9  | 101417778 | 101419340 | decreased | introns | Efna5                                        |
| TBI                  | pilocarpine | chr12 | 29955458  | 29956537  | decreased | introns | Tmem132d                                     |
| TBI                  | pilocarpine | chr18 | 27179946  | 27180423  | decreased | introns | Gfra3                                        |
| TBI                  | pilocarpine | chr20 | 4574448   | 4575354   | decreased | introns | Tesb                                         |

How the deposited data were processed for this re-analysis (not part of the article)

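DNA of the hippocampus from rats of the amygdala stimulation model was enriched for methylated fragments and sequenced, with 1 library per rat, 3 months after SE. The labels list 5 control and 5 SE rats. The methods give 4 per group, and the labels mark control rat 2 and SE rat 7 as discarded, so the comparison used control rats 1, 3, 4 and 5 and SE rats 6, 8, 9 and 10, with all 10 libraries as an alternative. The rat numbers are not shared between the groups.

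The deposited values are tag counts per region that the authors made from their reads, without normalization. The authors aligned the tags to the rat genome RN4 with BWA, compared all pairs of libraries with MACS, merged the regions that differed between any pair with BEDTools, removed duplicate tags and counted the tags of each library in each region. The table therefore holds regions in which at least 1 pair of libraries was called different, and no region was added or removed here before the filter below. It gives coordinates without naming the build. RN4 is taken from the methods, and the positions in Fig. 4d and Supplementary Table 3 match its regions. Every column of the table belonged to a rat in the labels.

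Totals per library ranged from 5499370 to 7179519 counts in the 8 libraries used. At this depth a tested region held a median of 12.1 counts per library, and the common dispersion of the negative binomial model was 0.0336. Counting error therefore limits single regions more than the total depth limits sums over regions.

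Regions whose count summed over the libraries used was below the 50th percentile were removed. The counts of the 291987 regions left were normalized by TMM and tested with the quasi-likelihood F test of edgeR (version 4.0.16, R 4.3.3), two-sided, with the condition as the only term. As in the paper, an unadjusted p below 0.01 was the threshold, and Benjamini-Hochberg adjusted values over all tested regions are given beside it with a threshold of 0.05. Standard errors of log2 fold changes were obtained as the fold change divided by the square root of the F statistic. Fold changes come from edgeR with its default prior count. Clustering and principal components used log2 CPM with a prior count of 2, and clustering used complete linkage and 1 minus the Pearson correlation of z-scores per region.

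Regions of Fig. 4d were found by the positions printed in the figure, and regions of Supplementary Table 3 by an overlap of at least 1 bp. Regions named in the text were all amygdala stimulation regions of Fig. 4d and Supplementary Table 3 and the 3 regions with the smallest p in each direction among those with p below 0.01 in which every SE rat lay on the same side of every control rat. Single values of libraries were compared with exact two-sided permutation tests of the group means, on log2(CPM + 0.1) for the named regions, shares of regions with Fisher's exact test, and the longest stretches without a hypermethylated region with 10000 permutations of the calls among the tested regions of each chromosome.

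The fit was tested on simulated data. Counts were drawn for all 291987 regions with 100 regions changed by a log2 fold change of 1 and 100 by a log2 fold change of 2, in either direction. At p below 0.01 the quasi-likelihood test found 69% of the former and 98% of the latter, and called 0.959% of the unchanged regions. At an adjusted p below 0.05 it found 13% and 92%. Every simulated region had the same dispersion, and no trend between libraries or outlying rat was simulated. The shares found therefore hold for such data and may differ in the real counts.

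The alternatives were edgeR's exact test, the Wald test of DESeq2 (version 1.42.0), library totals, upper-quartile and loess normalization (limma version 3.58.1) in place of TMM, no region filter, a filter of at least 10 counts in every library, all 10 libraries, each rat left out in turn, and other distances and linkages for the clustering. The region filter over all 10 libraries, that filter with the exact test, and offsets on local region density were added after the data were seen. Local density is the number of regions of the table within 50 kb on either side. The density slope of a library is that of its log2 CPM, less the mean of the 8 libraries, on log2(density + 1) over the tested regions. The distribution over genomic features, the promoters of LLGL2 and FIGLA and the gene set enrichment of Fig. 4a,b need an annotation of RN4 and were not analysed here, nor were the mRNA libraries and the other 2 models.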

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

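Outliers were looked for among the 4 control and the 4 SE libraries in 88 groups of values, which are the total count, the share of chromosome X, 2 trends per library and the normalized counts of the named regions. The gap of the outermost rat to the nearest of the others, divided by the range of the group, passed the critical value of 0.829 in 7 groups, where chance gives about 4.4. Of the tests described in this part, the one on the block of chromosome 1 was chosen only after the result was seen.

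Of these 7 groups 5 belonged to neighbouring regions on chromosome 1, which are not independent. In the region from 215573294 to 215583717 control rat 4 had a normalized count of 621 against 317 to 319 in the other control rats (gap ratio 0.995), and SE rat 6 had 200 against 31.9 to 38.4 in the other SE rats (gap ratio 0.961). From 215583807 to 215592336 control rat 4 had 271 against 119 to 134 (gap ratio 0.900) and SE rat 6 83.7 against 21.2 to 27.1 (gap ratio 0.905). From 215552711 to 215560977 SE rat 6 had 60.1 against 16.9 to 21.6 (gap ratio 0.891). Together, 5 regions between 215552711 and 215604105 with a mean of at least 100 counts had an adjusted p below 0.05, and they had the 5 smallest p values of the comparison. Summed over these 5 regions, the CPM relative to all counts were 83.8, 76.9 and 72.4 in SE rats 8, 9 and 10 and 366 in SE rat 6. Control rats 1, 3 and 5 had 553, 591 and 568 and control rat 4 had 1120. The discarded rats had 356 (control rat 2) and 145 (SE rat 7). A candidate explanation is a difference in copy number between outbred rats, which would give large differences between rats of one group. Among 681 other regions with a mean of at least 100 counts, 0% had as wide a range among the 4 SE rats as the narrowest of the 5 regions, 1.80 on the log2 scale. Among the 4 control rats the 5 regions had ranges of 0.967 to 1.19, and 4.41% of the other regions had a range at least as wide as the narrowest of these, so the spread in the control rats stood out less. A methylation difference between single rats would look the same, and the spread between rats was known when the test was chosen, so copy number and methylation cannot be told apart here, nor can either be told apart from a difference between the groups.

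SE rat 10 had a total count of 7179519, against 5785523 to 5944187 in the other SE rats used (gap ratio 0.886). Without this rat 3857 regions had a p below 0.01. No explanation for its depth was tested.

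In the Cdc73 region on chromosome 13 from 57449057 to 57449643, control rat 5 had a normalized count of 5.79 against 2.97 to 3.38 in the other control rats (gap ratio 0.852). A single such gap is within the number that chance gives, and no explanation was tested.

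SE rat 7, which the paper does not analyse, differed from all other libraries in where its tags lay. The slope on local region density of its log2 normalized count, relative to the mean of the 8 rats used, was 0.734, against -0.112 to 0.0859 in the 5 control rats. It had 0 counts in 9.95% of all regions, where the other 9 rats had 0 counts in at most 1.87%, and its median correlation with the other libraries was 0.179. It had the highest normalized count of the 10 libraries in 14.4% of all regions and control rat 2 in 17.7%, where an even share is 10%. Scaled by library totals in place of TMM, the share of SE rat 7 was 24.4%, and 25.2% after the thinning described next. With its counts thinned to the median total of the other libraries, 5796634, it was highest in 15.5% of regions, and its median correlation was 0.189. Thinning adds counting error and was not able to lower the share of highest counts, so this test does not show whether depth has a part in it. The regions without counts were most frequent in this library although its total, 14655629, was the highest of the 10. A difference in capture stringency or base composition, which would enrich dense regions, was not tested, and no biological explanation was tested. The density slope of control rat 2 was 0.0859, within the range of the 4 SE rats used.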

How the results depend on the processing

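The designs, the rule for named regions and the alternatives were set before the data were examined, except the region filter over all 10 libraries, that filter with the exact test, and the density and count offsets, which were chosen after seeing the data, as was the comparison of the longest stretches on chromosomes 6 and 15 across settings. Where a value below moved, the cause was not tested.

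With the 8 rats used and TMM normalization, 4821 regions had a p below 0.01, 1704 hypermethylated and 3117 hypomethylated (64.7%), and 18 had an adjusted p below 0.05. Under the DESeq2 Wald test there were 1425 regions, 406 hypermethylated and 1019 hypomethylated (71.5%), and 3 with an adjusted p below 0.05. It called 2 of the 24 regions of Supplementary Table 3, 51 regions on chromosome X, and 18 and 6 hypermethylated regions on chromosomes 6 and 15. Without a region filter there were 7933 regions, 3015 hypermethylated and 4918 hypomethylated (62.0%), with 149 and 87 hypermethylated ones on chromosomes 6 and 15. The filter of at least 10 counts in every library, which removes regions that are low in 1 group, tested 70434 regions and called 1415, of which 929 were among the 4821. There were 435 hypermethylated and 980 hypomethylated ones (69.3%), and 56 with an adjusted p below 0.05. This filter called 2 regions of Fig. 4d, 4 of Supplementary Table 3, and 22 and 9 hypermethylated regions on chromosomes 6 and 15, and 23 of the 40 named regions were not tested under it.

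With all 10 libraries there were 1429 regions, 811 hypermethylated and 618 hypomethylated, so that hypomethylated regions fell to 43.2% and the direction of the excess was reversed. Of the 287564 regions tested in that setting, 0 had an adjusted p below 0.05 and 12067 an unadjusted p below 0.05. The numbers at both unadjusted thresholds are smaller than those called when no region differs. The reversed direction therefore rests on fewer calls than chance gives. It called 0 regions of Fig. 4d, 4 of Supplementary Table 3, 1 region on chromosome X, and 43 and 22 hypermethylated regions on chromosomes 6 and 15. The log2 fold change of the Notch1 region was reversed, at -0.00108. Clustering on all tested regions misplaced 4 rats with all 10 libraries and 2 rats with the Euclidean distance, against 1 rat.

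The exact test of edgeR gave 47 regions with an adjusted p below 0.05 and 61.3% hypomethylated regions. The share was 59.9% with library totals, 58.2% with upper-quartile and 62.1% with loess normalization, which also called 46 regions on chromosome X and gave 26 regions with an adjusted p below 0.05. Filtered over all 10 libraries the share was 61.1%, and with the exact test in addition it was 58.7%, with 43 regions at an adjusted p below 0.05. The density and count offsets gave 1909 hypomethylated regions (52.95%), 28 regions with an adjusted p below 0.05 and 39 regions on chromosome X. Of the 18 regions with an adjusted p below 0.05, 12 had one with these offsets and 13 under the exact test. Hypermethylated regions were 2 of 18 at this threshold with TMM and 2 of 16 with library totals or upper-quartile normalization, but 15 of 26 with loess normalization and 17 of 28 with the density and count offsets, each of which shared 12 regions with the 18.

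Across the 8 fits that each left out 1 rat, the regions with p below 0.01 ranged from 3857 to 5811, the hypermethylated ones from 1489 to 1981 and the hypomethylated ones from 2292 to 3830, and their share from 59.4% to 65.9%. Regions with an adjusted p below 0.05 ranged from 9 to 81, called regions of Fig. 4d from 5 to 8 and of Supplementary Table 3 from 7 to 12. Calls on chromosome X ranged from 41 to 116, and hypermethylated regions from 69 to 118 on chromosome 6 and from 28 to 44 on chromosome 15. The longest stretch without a hypermethylated region on chromosome 15 ranged from 16.5 to 49.3 Mb and that on chromosome 6 from 14.3 to 32.0 Mb in these fits. The highest numbers of regions and of adjusted regions came without control rat 1.

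Among the named regions, over all alternatives and left-out rats together, 601 values kept their direction and their side of the threshold, 114 were weaker, 21 stronger and 1, that of Notch1, reversed. With library totals and without a region filter all 40 kept both. With all 10 libraries 15 kept both, 23 were weaker, 1 was stronger and 1 reversed. Under the DESeq2 Wald test 24 kept both and 16 were weaker. No paired analysis was possible because the rat numbers are not shared between the groups. The planned analysis of genomic features was not run under any setting, since it needs an annotation of RN4. With a median of 12.1 counts per library, changes of a log2 fold change of 1 were found at p below 0.01 in 69% of simulated regions, so regions with changes of this size can be missed, and the simulated test found 13% of them after adjustment.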

Differences from the paper's values

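Apart from the filter over all 10 libraries, with either test, and the density offsets, no setting named here was chosen after seeing the values. The paper lists 8 genes with regions at p below 0.001 in Fig. 4d. Here 3 of these genes had a region at that threshold. None of the alternatives set before the data were examined closed the gap. The exact test of edgeR came nearest with 5 genes, upper-quartile normalization and no region filter each gave 4, and no setting gave a p below 0.001 for Jph3, Plk2 or Tgfbi. The exact test and the exact test after the filter over all 10 libraries, the latter chosen after seeing the values, called Dusp4, and both of these, upper-quartile normalization, no region filter and the fit without SE rat 10 called Sipa1l2. The exact test after the filter over all 10 libraries also gave a p below 0.001 for the second F1M710_RAT region.

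The paper lists 11 regions with increased methylation shared by the amygdala stimulation and TBI models in Supplementary Table 3, and 6 of them had a p below 0.01 here. The exact test of edgeR gave 8, which is within 1.5 times the paper's number. The other alternatives set before the data were examined did not close the gap, while the exact test after the filter over all 10 libraries, chosen after seeing the values, also gave 8. Slc25a26 and Cabin1 were called under both exact tests, and Cabin1 also without SE rat 9. The Bace1 region was called without SE rat 10, and Slc39a11 with all 10 libraries and without control rat 1. Chmp1a was not called under any setting. Of the other regions of Supplementary Table 3 that were not called, Notch1 and F1LNJ1_RAT were called under both exact tests, and D3ZPY1_RAT and Rwdd3 under none.

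The paper's numbers of hypermethylated and hypomethylated regions, 1866 and 2741, lay within 1.5 times of the 1704 and 3117 found here. The exact test after the filter over all 10 libraries, chosen after seeing the values, gave 1866 hypermethylated and 2655 hypomethylated regions. Upper-quartile normalization gave 1965 and 2737.

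The paper places a promoter change at Plk2 and Tgfbi. Here the Plk2 region had a p of 0.0134 and the Tgfbi promoter region a p of 0.0119 in edgeR's quasi-likelihood test, in the paper's direction. Plk2 was below 0.01 after the filter over all 10 libraries, with either test, chosen after seeing the values, and without control rat 5 or SE rat 8. Tgfbi was below 0.01 under both exact tests, upper-quartile normalization and the fits without control rat 5 or SE rat 6.

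The paper states that events were spread over the genome apart from chromosome X. Here 81 of the 493 tested regions of chromosome X had a p below 0.01. The paper does not say whether chromosome X was left out of its counts, so this need not be a disagreement. The totals found here include these regions, and whether those of the paper do is not stated. The paper names chromosomes 6 and 15 for areas without increased methylation in this model. Here 80 and 39 regions on these chromosomes were hypermethylated, and the longest stretch without one was 19.0 Mb on chromosome 6, shorter than on chromosome 15 and 7 other autosomes. Most settings kept the order of chromosomes 6 and 15, but some reversed it. Among these were the DESeq2 Wald test (67 Mb on chromosome 6 against 46.2 Mb) and the fit without control rat 5 (29.7 against 17.9 Mb).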

Other observations

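The tests with offsets on density and mean count were added after the chromosomes were seen to differ. No other test in this part was chosen only after the result it measures was seen. Other splits of the 8 rats into 2 groups of 4 were tested in the same way. Of the 35 splits, 1, the real one, gave as many as 4821 regions with p below 0.01, and the median of the other 34 was 2492. For an adjusted p below 0.05, 2 of the 35 splits, the real one and 1 other, gave as many as 18 regions, and the median of the other 34 was 1. With 1 other split of 35 at the same number, the share of splits is above 0.05, although most other groupings gave far fewer regions. The splits that put control rat 1 with 3 of the SE rats gave between 3035 and 4624 regions at p below 0.01, and no other split but the real one gave more than 3243. The separation of the groups on regions chosen at p below 0.01 was found in all 34 other splits, so it may follow from the choice of the regions alone.

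Control rat 1 resembled the SE rats over the tested regions. It was placed with them by clustering on all tested regions, its counts differed least from those of SE rat 6 of all pairs, and without it 5811 regions had a p below 0.01 and 81 an adjusted p below 0.05. No explanation for this was tested, and the labels were used as given.

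The direction of the calls followed how densely the regions of the table lie along the genome. In the fifth of tested regions with the fewest neighbours (0 to 19 within 50 kb) 160 were hypermethylated and 2023 hypomethylated, while in the fifth with the most (47 to 81) 463 were hypermethylated and 104 hypomethylated. Across the 20 autosomes, the number of tested regions per Mb and the median log2 fold change were related (Pearson r = 0.870, Spearman rho = 0.851, each with a permutation p of 1e-05, the smallest that 100000 permutations can give, and r = 0.836 without chromosomes 12 and 19). Chromosomes are not independent replicates. The slopes of the log2 normalized count, relative to the mean of the 8 rats, on density were -0.0569 ± 0.0575 (SD, n = 4) in control and 0.0569 ± 0.0293 (SD, n = 4) in SE rats (exact two-sided permutation test, p = 0.0571, adjusted p = 0.0571 over 3 library measures). A candidate explanation is capture efficiency or base composition that differs between libraries. With offsets fitted to the trends of each library on density and mean count, 52.95% of the calls were hypomethylated, but such offsets remove a group difference that follows density as well, so this cannot tell them apart. With these offsets 604 regions were hypermethylated and 573 hypomethylated in the fifth with the fewest neighbours. In the fifth with the most they were 208 and 233. The relation across the autosomes was weaker with these offsets and was not removed (Pearson r = 0.670, no p computed). The lowest slope of an SE rat minus the highest of a control rat was -0.00054, a small overlap that rests on control rat 1. The slopes ran from -0.112 to 0.0225 in the control rats and from 0.0219 to 0.0878 in the SE rats. A spread between animals is not ruled out by this overlap, and a difference in methylation of sparse regions after SE is a hypothesis that these data cannot tell apart from it. Base composition itself was not tested.

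The hypomethylated calls on chromosome X may have a part in the same trend. Every SE rat had a smaller share of its counts on chromosome X than every control rat used, by a margin of 0.009 percentage points between control rat 1 and SE rat 6. Single libraries weighed on the number of calls all the same. There were 81 calls on chromosome X with all 8 rats, 41 without control rat 4, 47 without SE rat 10 and 116 without control rat 1. The discarded control rat 2 had 0.804%, below all SE rats used. With the offsets on density and mean count, hypomethylated calls fell from 76 of 81 calls to 22 of 39, so the trend may account for a part of the calls. As the offsets did not remove the relation across the autosomes, the 22 calls do not show whether the trend accounts for the rest. The paper describes all rats of this model as male. No test was made of the 22 calls alone, and no biological explanation was tested.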
